# Meningeal lymphatic vessel dysfunction exacerbates brain injury in CVST mice via endoplasmic reticulum and oxidative stress pathways

**DOI:** 10.3389/fimmu.2026.1745066

**Published:** 2026-01-30

**Authors:** Jianbin Ying, Jun Li, Xianqun Wu, Xuanjie Chen, Hao Zhang, Liangfeng Wei, Junjie Jing, Shousen Wang

**Keywords:** brain injury, cerebral venous sinus thrombosis, endoplasmic reticulum stress, meningeal lymphatic vessels, neuroinflammation, oxidative stress

## Abstract

**Objective:**

Meningeal lymphatic vessels (mLVs) play a significant role in neurological homeostasis and disease. However, their contribution to brain injury following cerebral venous sinus thrombosis (CVST) remains unknown. This study investigated whether mLV dysfunction influences the pathological progression of CVST by regulating the endoplasmic reticulum (ER) and oxidative stress(OS)pathways.

**Method:**

A total of 65 male C57BL/6J mice were randomly assigned to four groups: sham-operated, CVST; CVST combined with cervical lymph node ligation (CVST + Ligation); and 4-phenylbutyric acid (4-PBA) intervention. The CVST model was established by inducing thrombosis in the superior sagittal sinus. All sample collection and experimental assays were performed at 2 days post-modeling. Neurobehavioral assessment, histopathological staining, immunofluorescence, western blotting, reverse transcription quantitative polymerase chain reaction, enzyme-linked immunosorbent assay, and bioinformatics analyses were employed to comprehensively evaluate neurological function, brain injury, inflammatory response, key molecular expression in ER/oxidative stress pathways, and alterations in related signaling pathways following mLV dysfunction.

**Result:**

Compared to the CVST group, mice in the CVST+Ligation group exhibited more severe neurological deficits, aggravated histopathological brain injury, increased neuronal loss, and enhanced cellular apoptosis. Transcriptomic analysis following lymphatic dysfunction revealed significant enrichment of pathways related to inflammatory response, cytokine-cytokine receptor interaction, and endoplasmic reticulum (ER) stress. At the levels of immunofluorescence, ELISA, Western blot, and mRNA expression, lymphatic ligation significantly upregulated markers of ER stress and microglial activation/apoptosis (including GRP78, CHOP, ATF4, p-eIF2α, NLRP3, and IL-1β) (*P* < 0.05), as well as downstream apoptosis-related proteins (such as PUMA and Caspase-12) (*P* < 0.05). It also promoted the release of pro-inflammatory cytokines (IL-6, IL-1β, TNF-α, and IL-17) (*P* < 0.05). Administration of the ER stress inhibitor 4-PBA effectively reversed these molecular alterations and significantly alleviated brain injury and neuroinflammation in CVST+Ligation mice.

**Conclusion:**

Dysfunction of mLVs exacerbates brain injury after CVST by promoting neuroinflammation via the ER and oxidative stress pathways. Therapeutically targeting mLVs may represent promising strategies for managing CVST-related neurological injury.

## 1 Introduction

Cerebral venous sinus thrombosis (CVST) is a rare form of cerebrovascular disease, accounting for approximately 0.5% to 1% of all strokes. It is more prevalent in children and adolescents (1–3). Its etiology is complex, with known risk factors including the puerperium, use of oral contraceptives, and systemic inflammation (2–4). In recent years, the incidence of CVST has shown a gradual increase, partly associated with outbreaks of certain respiratory infections (5). CVST has a non-specific clinical presentation that depends primarily on the extent and location of venous obstruction, which often results in non-specific symptoms and a high rate of misdiagnosis. Current therapeutic options remain limited, with anticoagulant therapy being the mainstay of treatment (6). Prognosis varies considerably among patients, and timely restoration of venous outflow is essential to minimize irreversible brain injury and long-term neurological deficits.

In 2015, Louveau et al. (7) identified and validated the existence of meningeal lymphatic vessels (mLVs) in mice and clarified their roles in the development and progression of neurological disorders. In addition to facilitating cerebrospinal fluid drainage and the clearance of metabolic waste, mLVs provide a direct communication pathway between the central and peripheral immune systems, thereby contributing to immune surveillance and maintenance of intracranial immune homeostasis (8–10). Extensive literature indicates that mLVs play a vital role in controlling neuroinflammation following traumatic brain injury and other neurological disorders. In mouse models of traumatic brain injury, enhancing meningeal lymphatic function reduces inflammation and mitigates cognitive impairment (11). Similarly, in models of arterial stroke, meningeal lymphatics influence the post-stroke inflammatory response and, consequently, functional recovery (12). In subarachnoid hemorrhage, impaired meningeal lymphatic function exacerbates cerebral edema, inflammation, and neuronal apoptosis, thereby worsening brain injury (13).

The mechanisms underlying CVST-induced brain injury involve multiple interrelated pathophysiological processes that form a vicious cycle. Thrombosis within the cerebral venous system leads to stenosis or occlusion of the sinus cavities, impairing venous cerebral circulation and obstructing cerebrospinal fluid absorption. The resulting venous hypertension compromises the blood–brain barrier and induces ischemic-hypoxic injury to the brain tissue (14). Damage to the parenchyma and blood-brain barrier further triggers the activation of inflammatory cells such as microglia and neutrophils, which contribute to the inflammatory cascade. Activated microglia and neutrophils release multiple cytokines, including interleukin(IL)-1, IL-6, and tumor necrosis factor (TNF) (15). The secretion of these cytokines exacerbates neuronal injury. Furthermore, inflammasomes such as NLRP3 become activated, promoting the maturation and release of inflammatory mediators and inducing neuronal pyroptosis (16). Using a CVST mouse model, Ding et al. (16) found that endoplasmic reticulum (ER) and oxidative stress can jointly activate inflammasome pathways and trigger pyroptosis following CVST. During ER stress, certain signaling molecules directly activate inflammatory pathways. For example, misfolded or unfolded proteins produced under these conditions activate the NLRP3 inflammasome, a multiprotein complex that promotes the maturation and secretion of the inflammatory cytokines IL-1β and IL-18, thereby inducing local or systemic inflammatory responses (17–19). However, the potential role of mLVs in cerebral venous disorders such as CVST—and the mechanisms underlying their effects—remain largely unexplored. This study aimed to investigate whether mLVs influence the inflammatory process following CVST (post 2 days) via activation of ER and oxidative stress, thereby affecting prognosis. This study further sought to identify novel therapeutic approaches for mitigating CVST-induced brain injury.

## 2 Materials and methods

### 2.1 Animals

A total of 65 male C57BL/6J mice (8–10 weeks old, weighing 22–25 g) were supplied by the Animal Experiment Center of the 900th Hospital. All animals were housed under specific pathogen-free conditions with a fixed 12-h light/dark cycle, ambient temperature maintained at 22 ± 1 C, and relative humidity between 45% and 55%. Standard rodent chow and water were provided *ad libitum* throughout the experimental period. All animal procedures were approved by the Ethics Committee of the 900th Hospital and conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals (Approval No. 2020-051).

### 2.2 Experimental design

65 mice were randomly divided into four group: Control (n=14), CVST (n=17), CVST+ligation (n=17), and 4-PBA (n=17). All sample collection and experimental assays were performed at 2 days post-modeling. In each group, 14 mice were used for histopathological examinations, including H&E staining, Nissl staining, molecular pathology analysis, and immunofluorescence assays. Behavioral testing was performed before tissue collection. The remaining 3 mice per group(CVST,CVST+Ligation, CVST+Ligation+4PBA)were allocated for transcriptome sequencing. Mice that did not meet experimental criteria were excluded and replaced to maintain group sizes. Exclusion criteria were: accidental cerebral contusion/laceration during bone window creation over the superior sagittal sinus; excessive hemorrhage during model establishment; subarachnoid hemorrhage; marked postoperative weight loss; or death from other unexplained causes (**Supplementary Figure 1**).

In this study, anesthesia was induced and maintained using inhaled isoflurane (3% for induction, 1.5% for maintenance), with the depth of anesthesia continuously monitored throughout the procedure. The analgesic regimen consisted of preoperative subcutaneous injection of butorphanol (1 mg/kg) administered 30 minutes prior to surgery as preemptive analgesia. This was followed by repeated doses every 12 hours for a total duration of 24 hours postoperatively. During the perioperative period, core body temperature (maintained at 36.5 ± 0.5°C using a heating pad), heart rate (normal range: 400–550 beats per minute), and respiratory rate (normal range: 80–120 breaths per minute) were continuously monitored using a physiological monitoring system. Respiratory rhythm and depth were also closely observed. During the recovery phase, mice were placed individually in pre-warmed recovery cages with continuous thermal support. Their state of consciousness, locomotor activity, and signs of pain were assessed hourly until full recovery was achieved.

### 2.3 Induction of superior sagittal sinus thrombosis

The superior sagittal sinus (SSS) thrombosis model was established as previously described with minor modifications (20, 21).After positioning in a stereotaxic frame with body temperature maintenance, a 15 mm midline scalp incision was made to expose the skull. The galea and periosteum were dissected to visualize cranial landmarks. A 0.7 mm-wide bone window was created over the SSS using a high-speed drill under stereomicroscopic guidance, with continuous saline irrigation to prevent thermal injury. The thinned bone was removed to expose the SSS. A 6 mm segment of 5–0 suture thread (Aesicang, SA82G, 0.149 mm), pre-soaked in 40% ferric chloride, was placed on the exposed sinus for 2 minutes. After removal, the area was rinsed with saline. Successful CVST induction was confirmed by absence of sinus blood flow after 10 minutes of observation. The incision was sutured, and mice were kept warm until recovery before individual housing. Sham-operated mice underwent SSS exposure without thrombus induction.

### 2.4 Ligation of the deep cervical lymph nodes

Mice were secured in a supine position on a foam board with limbs and jaw immobilized to fully expose the neck. After skin preparation and disinfection with iodine tincture, a 1.5–2 cm midline incision was made from the upper sternum to the mandible. The bilateral superficial cervical lymph nodes were identified along the midline in a figure-of-eight arrangement. Deep cervical lymph nodes were located around the carotid sheath, adjacent to the trachea and thyroid gland. Using microsurgical instruments under microscopic guidance, lymphatic vessels and vascular structures at the lymph node hilum were carefully exposed. The lymph node was elevated, and a 10–0 microsuture was passed around the hilar tissue and securely ligated. Special care was taken to preserve the carotid arteries and recurrent laryngeal nerve. Post-ligation vascular integrity was verified using laser speckle imaging. The incision was subsequently closed, and mice were maintained on a heating pad until full recovery before returning to their home cages.

### 2.5 4-PBA

4-Phenylbutyric acid (4-PBA; Sigma-Aldrich, USA) was administered as an endoplasmic reticulum stress inhibitor via intraperitoneal injection at a dose of 100 mg/kg in physiological saline, 30 minutes prior to modelling. Control mice received an equal volume of solvent. As an endoplasmic reticulum (ER) stress inhibitor, its primary mechanism of action is not to selectively inhibit any specific signaling pathway (such as IRE1, PERK, or ATF6), but to comprehensively alleviate ER stress as a whole, thereby indirectly suppressing the activation of all three pathways (22).

### 2.6 Laser speckle imaging

Cerebral blood flow was assessed using laser speckle contrast imaging two days post-modeling. Mice were positioned with the skull fixed horizontally, and the cranial surface was kept moist with periodic saline application to maintain optical clarity. Any soft tissue proliferation over the superior sagittal sinus was carefully removed with microforceps prior to imaging. Regions of interest (ROIs) were defined as one area within the infarct zone on each side of the midline and two areas along adjacent pontine veins. Relative cerebral blood flow was calculated as the ratio of post-modeling flow values to preoperative baseline measurements. All images were acquired under consistent distance and field conditions after confirming hemostasis, and data were stored for subsequent statistical analysis.

### 2.7 Neurobehavioral assessment: open field test

Prior to testing, all mice were acclimated to the experimental room for at least 2 hours under dim ambient lighting, with the open field arena overhead light maintained continuously illuminated. At the start of each trial, mice were gently placed in the top right corner of the arena. Behavior was recorded for 5 minutes using an automated video tracking system to quantify total distance moved, time spent in the center versus periphery, and grooming episodes. After each session, mice were removed and transferred to clean cages. The arena was thoroughly cleaned with medical-grade alcohol and dried with paper towels to eliminate olfactory cues between trials.

### 2.8 Preparation of paraffin sections

Following collection, mouse brain tissue specimens were fixed in 4% paraformaldehyde at room temperature for 24 h. After routine dehydration and embedding, coronal sections of 5 μm thickness were prepared. Sections were dewaxed and subsequently stained with hematoxylin and eosin (H&E), Nissl (Solae Bio, Cat. No. G1434), or TUNEL (Biyuntian, Cat. No. C1088) according to standard protocols. H&E and Nissl-stained sections were imaged using an optical microscope (M8, PreciPoint GmbH, Germany), while TUNEL-stained sections were visualized under a fluorescence microscope (Lionheart, BioTek, VT, USA).

### 2.9 Immunofluorescence staining

Paraffin sections were prepared as described above. After deparaffinization and rehydration, antigen retrieval was performed using citrate-EDTA buffer (Zhongshan Jinqiao, Cat. No. ZLI-9067) under high-pressure heating for 2 minutes. Sections were then blocked with 3% BSA for 30 minutes at room temperature, followed by stepwise incubation with primary antibodies (GFAP 1:300, Ab4674, Abcam; Neun 1:1000, Ab177487, Abcam; Iba-1 1:500, 019-19741, Wako; iNOS 1:200, 22226-1-AP, Proteintech; CD206 1:200, 24595S, CST) and corresponding TSA fluorophores according to the multiplex staining kit protocol. After stripping, nuclei were counterstained with DAPI, and sections were mounted with anti-fade mounting medium.

Paraffin sections were prepared as described above. After deparaffinization and rehydration, antigen retrieval was performed using citrate-EDTA buffer (Zhongshan Jinqiao, Cat. No. ZLI-9067) under high-pressure heating for 2 minutes. Sections were then blocked with 5% goat serum (Zsbio, Cat. No. ZLI-9022, China) for 30 minutes at room temperature, followed by incubation with the following primary antibodies at 37°C for 1 hour: rabbit anti-CHOP (1:200, 15204-1-AP, Proteintech); rabbit anti-ATF4 (1:200, ET1612-7, Huabio); rabbit anti-PUMA (1:100, 98672T, CST); rabbit anti-Caspase-12 (1:200, A22864, Clona); rabbit anti-CD68(1:200 97778S, CST);anti- Bcl-2(1:400 68103-1-lg, Proteintech); rabbit anti-Bax(1:500 ab32503, abcam);rabbit anti-NLRP3(1:100 ab270449 abcam);anti- IL-1β(1:100 HA601002 Huabio). After PBS washes, corresponding fluorescence-conjugated secondary antibodies (FITC-conjugated goat anti-rabbit IgG (H+L), 1:500, A0562) were added and incubated at 37°C for 1 hour. Following PBS washes, nuclei were counterstained with DAPI (C1006, Beyotime, China) for 10 minutes. All sections were scanned and imaged using a Panoramic SCAN 3D digital pathology slide scanner (3DHISTECH, Hungary) with fluorescence channels. Each experimental group comprised n = 5 independent biological replicates. For each animal, n = 5 fields of view were randomly selected. Data from technical replicates (fields of view) were averaged to represent a single value per biological sample. Statistical significance was determined using an unpaired *t*-test in GraphPad Prism 8.

### 2.10 Immunofluorescence staining of meningeal tissue

Mice were transcardially perfused with ice-cold PBS followed by 4% paraformaldehyde. To visualize the complete meningeal lymphatic network, the skin and neck muscles were carefully dissected from the skull. After removing the cranial portions of the mandible and maxilla, the cranial vault was excised using surgical scissors and fixed intact with the attached dura mater in 4% paraformaldehyde at 4°C for 24 h. The dura mater was then meticulously dissected from the cranial vault using micro-scissors, forceps, and a 27-gauge needle.

Whole-mount meningeal preparations were blocked in solution containing 3% BSA, 0.5% Triton X-100, and 2% fetal bovine serum for 1 h at room temperature, then incubated with primary antibodies (anti-LYVE-1, 1:50, Proteintech 28321-1-AP; anti-fibrinogen, 1:50, Proteintech 15841-1-AP) in blocking buffer at 4°C overnight. After three 8-min PBS washes, tissues were incubated with Alexa Fluor 594-conjugated goat anti-rabbit IgG (1:200, Proteintech RGAR004) for 1 h at room temperature, followed by DAPI (1:1000) counterstaining for 10 min. Following final washes, specimens were mounted on glass slides and imaged using confocal microscopy. Quantitative analysis was performed with ImageJ software.

### 2.11 RNA sequencing and transcriptome analysis

Part of the RNA sequencing data utilized in this study were derived from previously published work (23) (PMID: 37918797), generated from the same CVST (C57BL/6J-Tyrc-Hsd) mouse model. The corresponding raw data are publicly available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE245455.

The newly measured transcriptome data (analyzed by Fujian Airda Biotechnology Co., Ltd.) was obtained by extracting total RNA from mice in three groups (CVST, CVST+Ligation, and 4-PBA group) using TRIzol reagent (Invitrogen, USA) on day 2 post-modeling. RNA quality and concentration were determined using an Agilent 5300 Bioanalyzer and a Thermo Fisher ND-2000 spectrophotometer. cDNA libraries were prepared and sequenced on the NovaSeq X Plus platform (PE150) with NovaSeg Reagent Kits (Majorbio, China). Raw reads were quality-controlled with fastp, aligned to the reference genome using HISAT2 (orientation mode), and assembled with StringTie. Transcript abundance was quantified as TPM (transcripts per million) using RSEM. Transcriptome analysis was completed for 9 samples, yielding a total of 26.93 GB of Clean Data, with each sample achieving a Clean Data volume of 2.99GB and a Q30 base percentage of 97.02% or higher. Sequence alignment was performed between the Clean Reads of each sample and the designated reference genome, with alignment efficiency ranging from 99.14% to 99.22%. Based on the alignment results, gene expression analysis was conducted. Differential expression genes were identified according to gene expression levels across different samples, followed by functional annotation and enrichment analysis.

### 2.12 Western blot

Frozen brain tissues (50 mg) were homogenized in 500 μL of ice-cold RIPA lysis buffer containing protease and phosphatase inhibitors (P1005, Beyotime) using an electric homogenizer. The homogenates were incubated on a shaking platform at 4°C for 30 min and centrifuged at 12,000 ×g for 15 min at 4°C. Supernatants were collected, and protein concentrations were determined using the BCA method (Enhanced BCA Protein Assay Kit, P0009, Beyotime). Protein samples (5 μg/μL) were separated by SDS-PAGE and transferred to PVDF membranes.

After blocking with 5% BSA for 2 h at room temperature, membranes were incubated overnight at 4°C with the following primary antibodies: GRP78/BIP (1:3000, 66574-1-Ig, Proteintech), CHOP (1:1000, 66741-1-Ig, Proteintech), caspase 12 (1:1000, 55238-1-AP, Proteintech), ATF4 (1:1000, 10835-1-AP, Proteintech), phospho-eIF2α (Ser51) (1:1000, #3398, CST) PUMA (1:1000, 55120-1-AP, Proteintech), Phospho-PERK/EIF2AK3 (Thr982) (1:5000, 82534-1-RR, Proteintech), GAPDH (1:20000, 60004-1-Ig, Proteintech) and beta actin (1:10000, 66009-1-Ig, Proteintech). Following TBST washes, membranes were incubated with IRDye 800CW-conjugated secondary antibodies (1:50000, 926-32211/926-32210, LI-COR) for 2 h at room temperature. Protein bands were visualized using an Odyssey Li-COR CLx imaging system. All Western blot quantifications were performed using ImageJ. For each blot, background subtraction was applied to the raw band intensities, followed by normalization to the corresponding loading control in each lane.

### 2.13 RT-qPCR

Take 10 mg of mouse brain tissue and use TRIzol™ (15596026CN, Thermo Scientific, MA, USA) to extract total RNA according to the manufacturer’s instructions. Dilute the RNA to 1 μg/μl with ddH_2_O. Using the reverse transcription kit (HisyGo All-in-One RT Red SuperMix for qPCR (+gDNA Wiper, RT333-01, Vazyme, Nanjing, China), generate cDNA from 1 μg of total RNA according to the manufacturer’s instructions. Use 100 ng of the cDNA as a template for the qPCR reaction. Use ChamQ Universal SYBR qPCR Master Mix (Q711-02, Vazyme, Nanjing, China) as the enzyme for the reaction. The qPCR program comprises 40 cycles of 95°C pre-denaturation for 30 seconds, 95°C denaturation for 10 seconds and 60°C extension for 30 seconds. Reactions were performed on an Applied Biosystems QuantStudio 6 Flex qPCR system. Primers were designed using Primer Premier 5 software (Premier Biosoft International, Palo Alto, CA, USA) and the sequences are provided in **Supplementary Table 1**.

### 2.14 ELISA

Serum concentrations of IL-6, IL-1β, TNF-α, IL-17, and IL-10 were quantified using commercial ELISA kits (J24111, J24057, J24082, J24056, J24126; JILID, Wuhan, China) according to the manufacturer’s protocols. All assays were performed in duplicate, and absorbance values were measured to determine cytokine concentrations.

### 2.15 Statistics analysis

Data are presented as mean ± standard error of the mean (SEM). Statistical analyses were conducted using SPSS 20.0 (IBM, USA). Intergroup comparisons were performed using one-way ANOVA followed by LSD or Dunnett’s T3 *post hoc* tests for multiple comparisons. Independent two-group comparisons were analyzed by Student’s t-test. Correlation analyses utilized Pearson’s correlation coefficient (with data log-transformed when normality assumptions were not met). A threshold of *P* < 0.05 was considered statistically significant. All analyses were performed with investigators blinded to group assignments.

## 3 Result

### 3.1 Dysfunction of mLVs exacerbates brain injury in CVST mice

Both CVST and CVST+Ligation groups exacerbated brain injury, with the CVST+Ligation group exhibiting more severe damage (**Figure 1A**). Lymphatic ligation also significantly impaired meningeal lymphatic function (**Figure 1B**). Furthermore, laser speckle imaging revealed significantly reduced cerebral blood flow perfusion in the CVST+Ligation group compared to the CVST group (**Figures 1C, D**). The open field test further demonstrated that lymphatic ligation markedly exacerbated neurofunctional deficits in CVST mice (**Figures 1E-I**).

**Figure 1:**
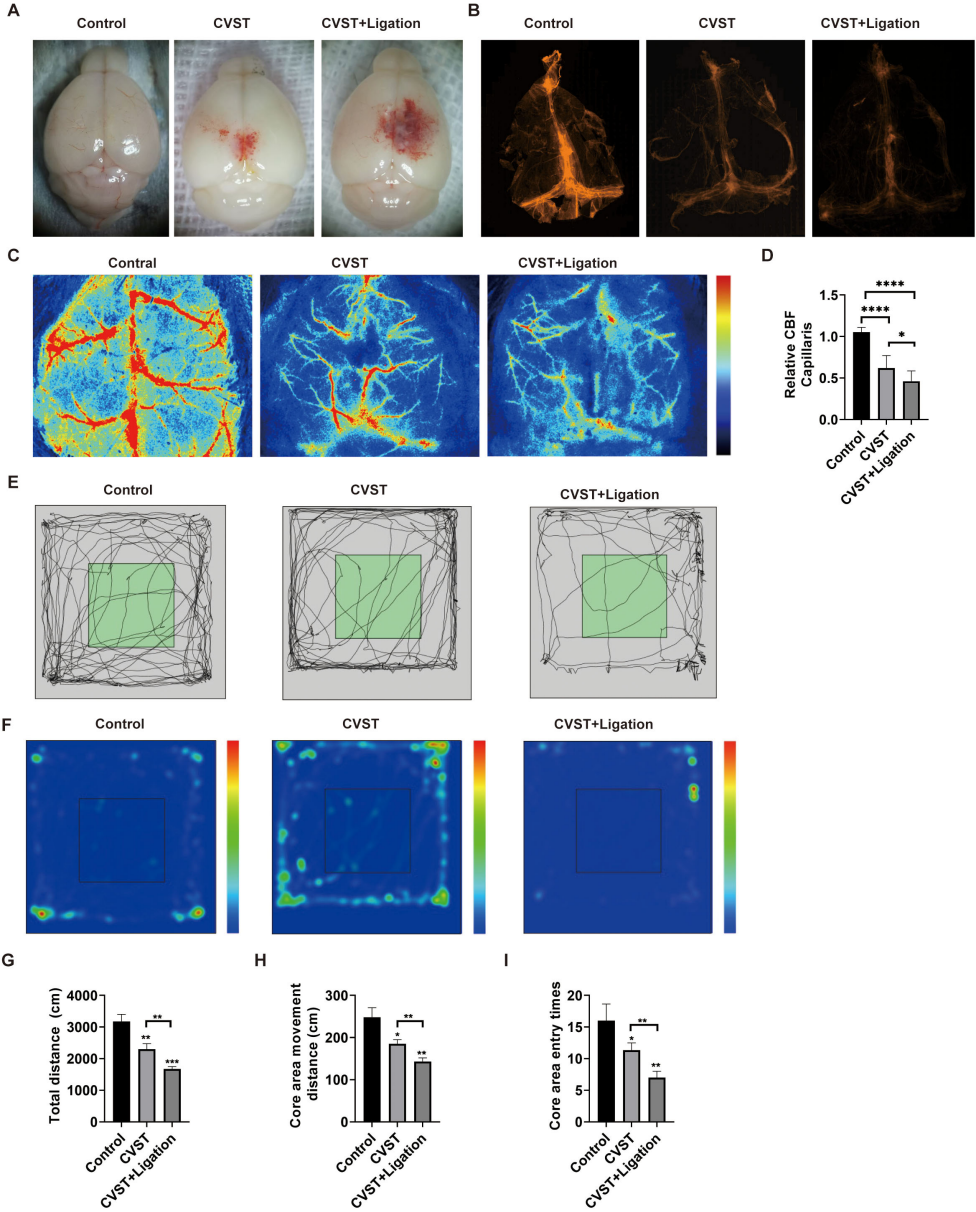
mLVs dysfunction further exacerbates cerebral injury and lymphatic vessel damage in CVST. **(A)** Representative images of dorsal cortical injury in mice at 2 days post-CVST induction, demonstrating that lymphatic dysfunction exacerbates cortical damage. **(B)** Immunofluorescence staining of meningeal lymphatic vessels at 2 days post-CVST induction, revealing that CVST impairs meningeal lymphatic function, which is further diminished following lymphatic ligation. **(C, D)** Laser speckle contrast imaging and quantification of relative cerebral blood flow in peri-infarct ROIs at 2 days post-induction, indicating that CVST reduces cortical perfusion, an effect worsened by lymphatic dysfunction. **(E-I)** Open field test performance at 2 days post-CVST induction. Representative track plots **(E)** and activity heatmaps **(F)** illustrate locomotor patterns in sham, CVST, and CVST with lymphatic ligation groups. Quantitative analysis shows group comparisons of total locomotor distance **(G)**, distance traveled in the central zone **(H)**, and time spent in the central zone **(I)**. These data demonstrate that meningeal lymphatic dysfunction exacerbates neurological deficits in CVST mice. ns, *P* > 0.05; *P < 0.05, **P < 0.01,***P < 0.001, ****P < 0.0001.

Histopathological analysis of mouse brain tissue revealed that HE and Nissl staining both showed brain injury with hemorrhage, neuronal shrinkage, and decreased neuronal density in the CVST and CVST+Ligation groups, with ligation further exacerbating CVST-induced cerebral hemorrhage and neuronal damage (**Figures 2A, B**). Additionally, TUNEL assay demonstrated that both groups induced apoptosis in brain tissue cells, with the ligation group exhibiting more severe apoptotic cell death (**Figures 2C, D**).

**Figure 2:**
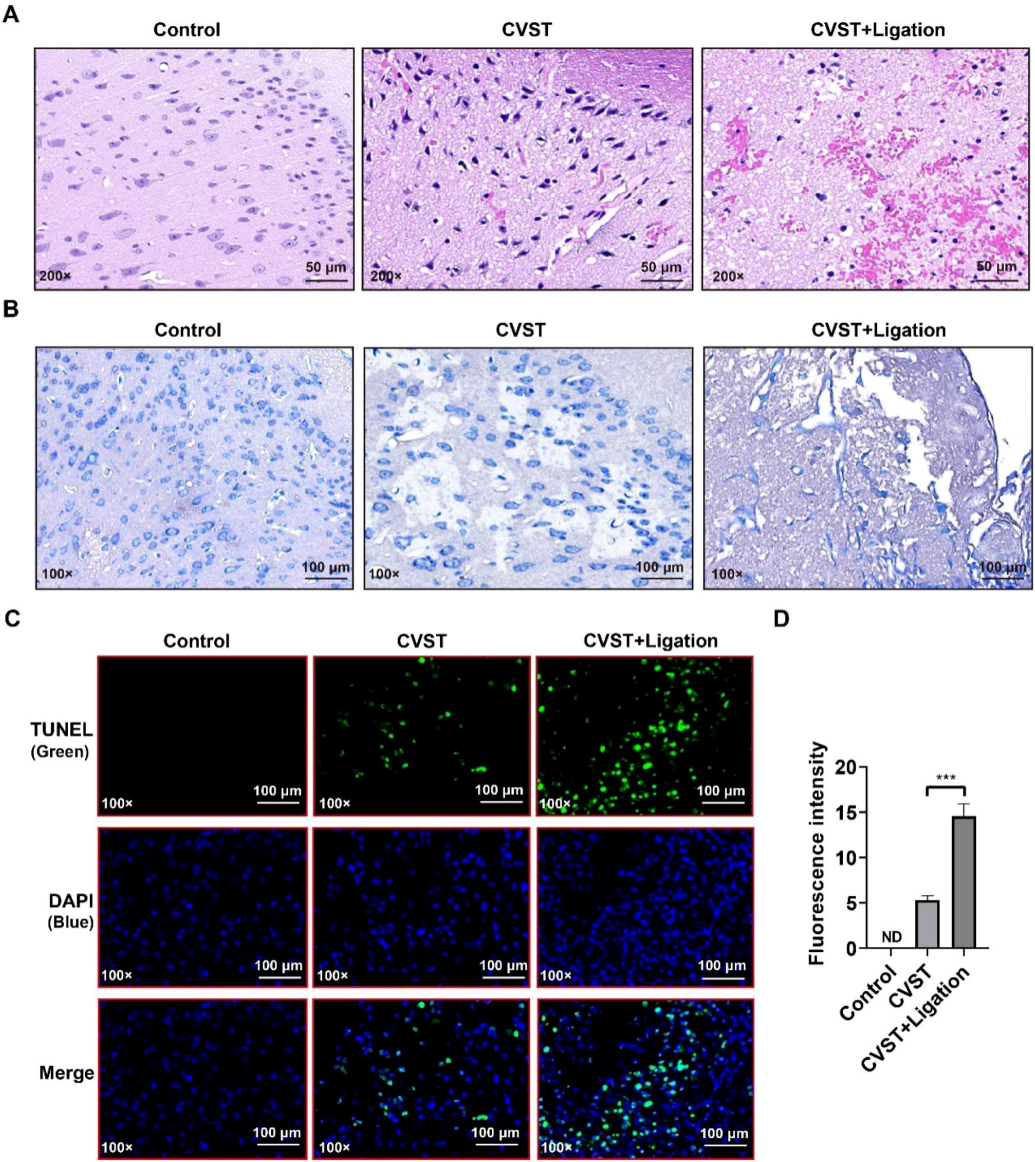
mLVs dysfunction exacerbates CVST-induced cerebral injury and apoptosis. **(A)** Representative HE staining images of brain tissue damage in CVST and CVST+Ligation mice. CVST mice exhibited focal hemorrhage and mild structural disorganization, while the CVST+Ligation group displayed more severe pathological injury, indicating that lymphatic dysfunction exacerbates ischemic and hemorrhagic brain damage. The scale bars represent 50 μm. **(B)** Nissl staining showing neuronal injury in CVST and CVST+Ligation mice. Nissl bodies were markedly reduced in the CVST group, with a more severe reduction observed in the CVST+Ligation group, suggesting that lymphatic dysfunction aggravates neuronal damage. The scale bars represent 100 μm. **(C)** TUNEL staining for apoptosis detection in brain tissue (n=5). TUNEL-positive nuclei (green) were significantly increased in the CVST group and further elevated in the CVST+Ligation group, demonstrating that lymphatic dysfunction induces more severe apoptosis. **(D)** Quantification of TUNEL fluorescence intensity from **(C)** using ImageJ. Statistical analysis was performed using unpaired t-test in GraphPad Prism 8. ***P < 0.001. ND: Not detected. The scale bars represent 100 μm.

Analysis of GFAP and NeuN revealed upregulated GFAP and downregulated NeuN expression in both groups (**Figure 3**), indicating that both CVST and CVST+Ligation induce neuronal injury, with ligation further exacerbating CVST-induced damage. Additionally, immunofluorescence staining demonstrated elevated IBA1, iNOS (**Supplementary Figure 2**), and CD68 (**Supplementary Figure 3**) expression following CVST, with more pronounced upregulation in the ligation group, whereas CD206 expression remained unchanged (**Supplementary Figure 3**). Altered BAX and BCL2 immunofluorescence intensity (**Supplementary Figure 4**) further indicated enhanced apoptosis induction upon meningeal lymphatic dysfunction. These findings demonstrate that CVST triggers neuroinflammatory activation, leading to apoptosis and neuronal necrosis, which is further aggravated by meningeal lymphatic dysfunction induced by lymphatic ligation.

**Figure 3:**
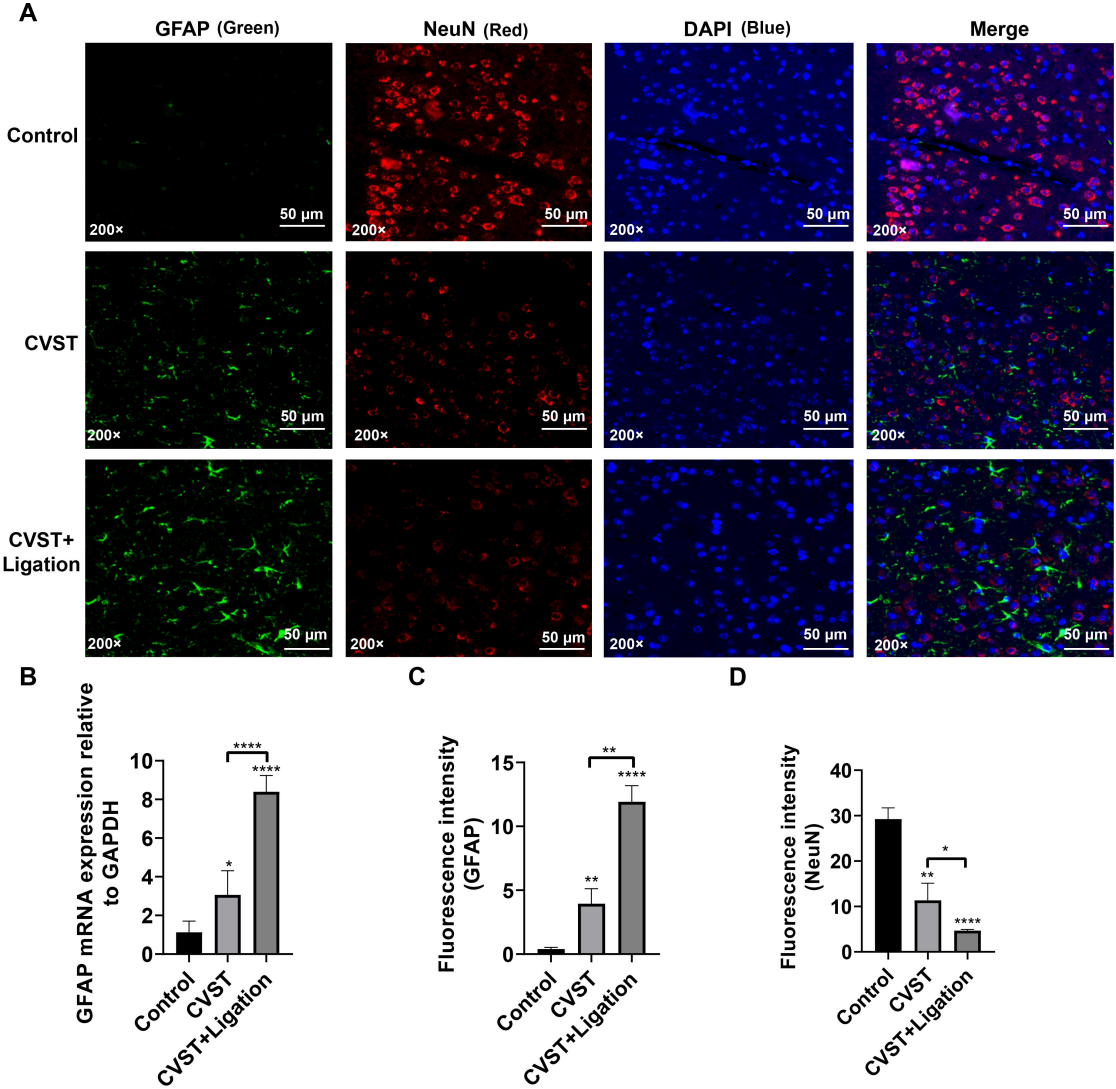
mLVs dysfunction exacerbates CVST-induced neuronal injury. **(A)** Immunofluorescence staining of GFAP and NeuN in mouse brain tissue (n=5). The CVST group exhibited reduced NeuN fluorescence intensity and increased GFAP-positive areas, indicating neuronal injury and astrocyte activation. In the CVST+Ligation group, NeuN signal loss was more pronounced and GFAP reactivity was further enhanced, demonstrating that lymphatic dysfunction exacerbated neuronal damage and intensified astrocyte activation. GFAP staining is shown in green, Neun staining is shown in red and DAPI staining is shown in blue. The scale bars represent 50 μm. **(B)** RT-qPCR analysis of GFAP expression in mouse brain tissue, confirming that lymphatic ligation enhanced CVST-induced astrocyte activation at the transcriptional level. **(C, D)** Quantification of GFAP and NeuN fluorescence intensity from **(A)** using ImageJ. Statistical analysis was performed using unpaired t-test in GraphPad Prism 8. *P < 0.05, **P < 0.01, ****P < 0.0001.

### 3.2 Using transcriptomic analysis, relevant alterations may be observed in endoplasmic reticulum stress/oxidative stress-related pathways following mLVs dysfunction.

To elucidate the mechanisms by which meningeal lymphatic dysfunction triggers neuroinflammatory activation, we performed transcriptomic analysis of dataset GSE245455. Compared to the sham surgery group, the CVST group exhibited a substantial number of differentially expressed genes (DEGs) (**Figure 4A**). KEGG enrichment analysis revealed that upregulated genes were significantly concentrated in inflammation and immunity-related pathways, such as cytokine-cytokine receptor interactions and viral protein-cytokine interactions (**Figure 4B**). Conversely, downregulated genes primarily involved neurofunctional pathways, including synaptic organization and neurotransmitter transmission (**Figure 4B**). GO enrichment results indicated that key biological process alterations induced by CVST included enhanced inflammatory responses and increased transcriptional regulatory activity (**Figure 4C**). GSEA findings further suggested that endoplasmic reticulum stress, oxidative stress, and inflammatory response pathways were significantly activated under CVST conditions (**Figure 4D**).

**Figure 4:**
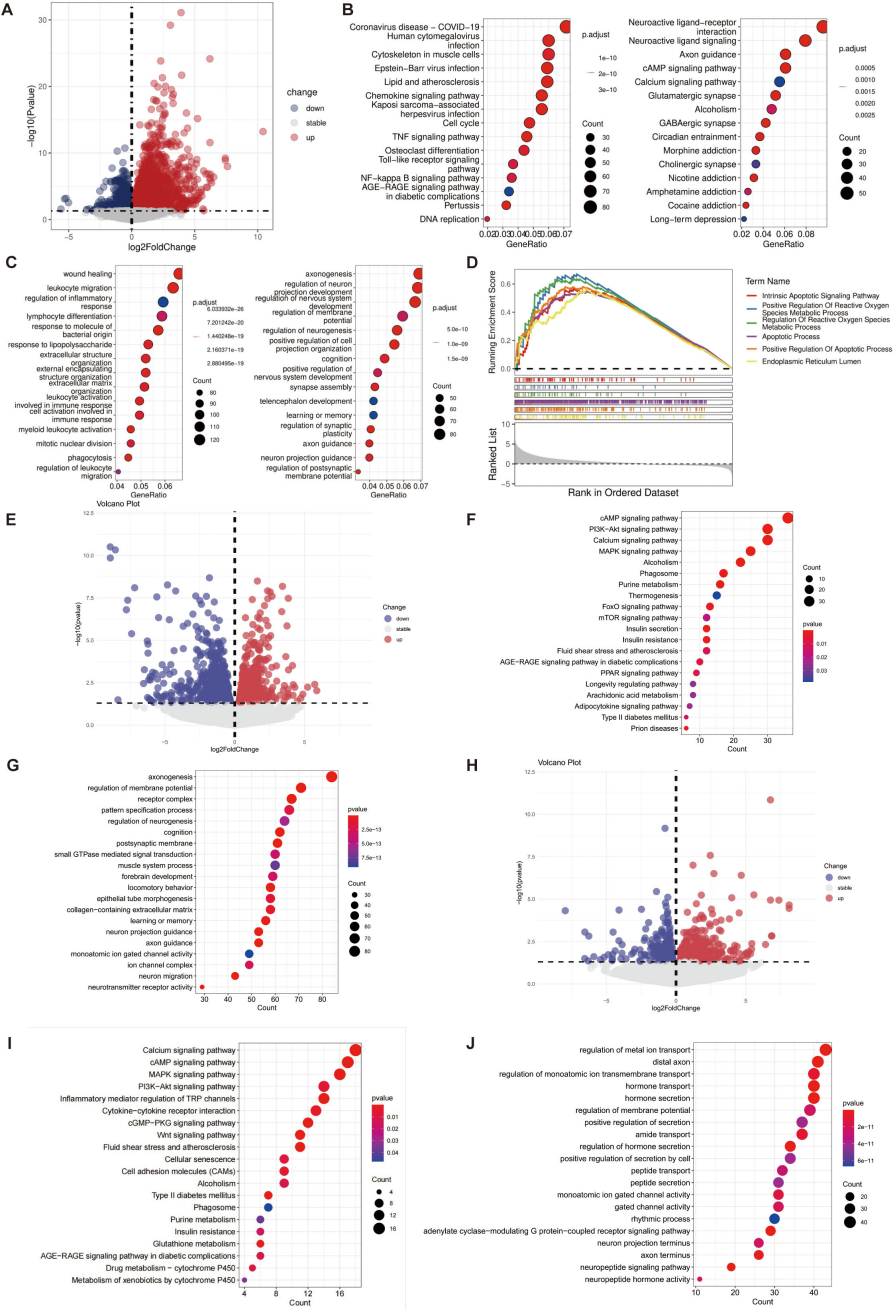
Relevant alterations may be observed in endoplasmic reticulum stress/oxidative stress-related pathways following mLVs dysfunction. **(A-D)** Pathway alterations between the CVST and sham operation groups were analyzed using the GSE245455 dataset. **(A)** DEGs between the CVST and Sham groups. **(B)** The enriched KEGG pathways for the up-regulated and down-regulated genes in the CVST versus Sham group. **(C)** The enriched GO pathways for the up-regulated and down-regulated genes in the CVST versus Sham group. **(D)** The GSEA analysis results of DEGs in the CVST group compared with the Sham group. **(E, F)** Pathway alterations after further analysis of meningeal lymphatic dysfunction were analyzed using our own data set. **(E)** The volcano plot shows DEGs results of the CVST+Ligation to the CVST. **(F)** The enriched KEGG pathways in the CVST+Ligation versus CVST. **(G)** The enriched GO pathways in the CVST+Ligation versus CVST. **(H)** The volcano plot shows DEGs results of the 4-PBA to the CVST+Ligation. **(I)** The enriched KEGG pathways in the 4-PBACVST+Ligation versus CVST+Ligation. **(J)** The enriched GO pathways in the 4-PBA versus CVST+Ligation.

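Brain RNA from 9 mice was sequenced on day 2 after modelling, with 3 mice in each of the CVST, CVST+Ligation and 4-PBA groups. Thrombosis was induced in the superior sagittal sinus of every mouse. In the CVST+Ligation and 4-PBA groups the deep cervical lymph nodes were also ligated. According to the methods, the 4-PBA mice received 100 mg/kg of 4-phenylbutyric acid, an inhibitor of endoplasmic reticulum (ER) stress, 30 min before modelling. The description of the data set puts this treatment after ligation. The sample labels name the tissue as brain without a region, while the description of the data set names cortex. The authors aligned the reads with HISAT2 and deposited the number of reads counted on each gene symbol, without normalization, and a matrix of FPKM values. In the CVST group 19392081 to 24166917 reads per mouse were counted (median 22574739). The totals were 18835705 to 24157584 in the CVST+Ligation group (median 23358349) and 18100739 to 25091498 in the 4-PBA group (median 23623769). The paper gives its depth as 26.93 GB of clean data, and the values reported here use the counted reads. At these depths 3 counts, taken as the smallest level a library can show, are 0.12 to 0.166 CPM (counts scaled to the same total in every library). This floor covers counting error only. Counts were normalized with edgeR's TMM method. Of 20731 genes, the 14746 with enough counts for edgeR's expression filter were tested with its quasi-likelihood test in 1 model of all groups. Mice of the same group differed by a common biological coefficient of variation of 0.287. For 1 gene, 3 mice against 3 cannot give an exact permutation p below 0.1, so the p-values come from this model, which shares the estimate of the spread across genes. The paper's text names no tool for differential expression, and the dashed line in Figure 4E lies at an unadjusted p of 0.05. Genes were therefore counted at that level and after Benjamini-Hochberg adjustment.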

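Between the CVST+Ligation and CVST groups, 1422 genes had an unadjusted p below 0.05, where chance gives 737. After ligation 806 of them were higher and 616 lower. The share that was higher, 56.7%, was 65.4% with scaling by total counts alone and 47.6% with a correction for gene length that was chosen after seeing the data. The 2 groups did not overlap in 13.8% of the genes tested, against 10% by chance. After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test, 3 genes passed 0.05, all higher after ligation. DESeq2 moved this number most, to 264 genes. Slc18a2, which encodes the vesicular monoamine transporter, had 0.4 ± 0.101 (SD, n = 3) normalized CPM in the CVST group and 20.2 ± 10.1 (SD, n = 3) in the CVST+Ligation group. Its log2 fold change was 5.63 (standard error 0.44, adjusted p = 0.00337 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed 0.05 in 5 of the 6 fits that each left out 1 mouse. Ddc, which encodes aromatic L-amino acid decarboxylase, had a log2 fold change of 3.29 (standard error 0.37), and Chrna6, a nicotinic acetylcholine receptor subunit, of 4.67 (standard error 0.54). Both had an adjusted p of 0.0411 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ddc passed in 2 of these 6 fits and Chrna6 in 1, and neither changed direction in any. In a model of only the 2 groups compared, Slc18a2 passed and Ddc and Chrna6 did not. Slc6a3, the dopamine transporter gene, lay between 5.62 and 66.2 CPM in the ligated mice, with an adjusted p of 0.0907 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gata3, a transcription factor gene of midbrain and brainstem, had at most 1 count in a CVST library. After ligation it was at least 44.7-fold higher in the mean, with 83 to 208 counts in single libraries. Slc18a2, Ddc, Chrna6 and Slc6a3 belong to a list of 20 genes of midbrain dopamine neurons, written after these genes were seen, of which 18 were higher after ligation. Which regions each piece held is not known. More midbrain in the ligated pieces is therefore a candidate explanation for the rise of these genes. The genes that fell with the smallest p were Egr1, Cabp1, Lpcat4, Arl4d and Ngef. Egr1 went from 429 ± 78.5 to 138 ± 41.5 CPM (SD, n = 3 in each group), a log2 fold change of -1.63 (standard error 0.27). The adjusted p of these 5 genes lay between 0.166 and 0.25 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

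**Figure D1:**
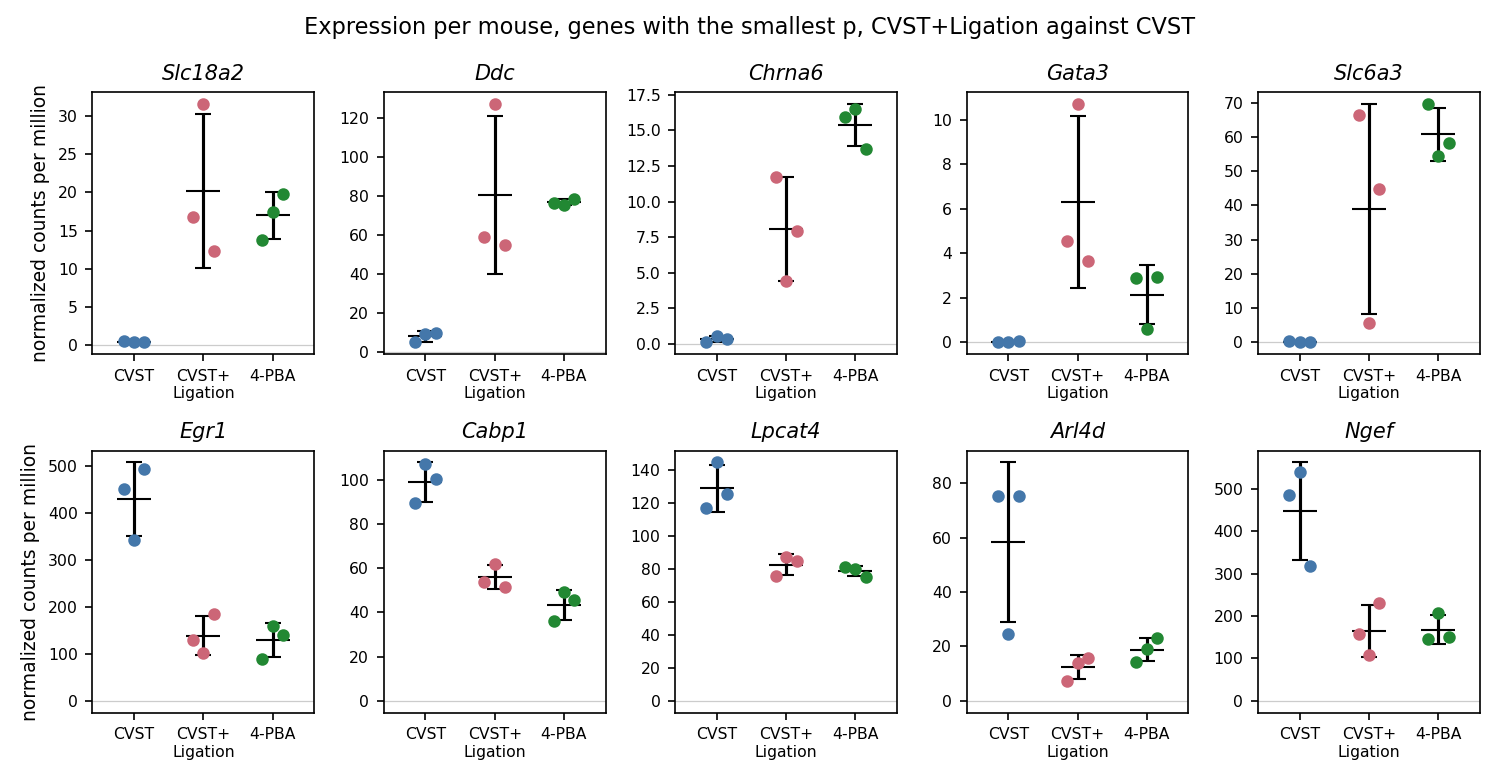
Normalized CPM (vertical axis, a separate linear scale for each gene) of the 5 genes with the smallest p among those that rose and the 5 among those that fell in the CVST+Ligation group against the CVST group. Each point is a mouse, the bar is the mean and the error bar the SD over 3 mice. Slc18a2 lies between 12.3 and 31.6 in the ligated mice and between 0.31 and 0.51 in the CVST mice.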

To investigate the role of meningeal lymphatics, we further utilized our transcriptomic data to compare gene expression profiles between CVST combined with lymphatic ligation and CVST alone models. 

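The genes with an unadjusted p below 0.05 were compared with 22 lists of core genes of pathways and processes, against a background of all genes tested. The lists were written by hand, and the KEGG and GO collections were not used here. Calcium signaling held 28 of 160 genes changed between the CVST+Ligation and CVST groups, where 15.4 were expected (one-sided Fisher's exact test, p = 0.00136, Benjamini-Hochberg adjusted p = 0.00429). Of these, 18 were higher and 10 lower after ligation. cAMP signaling held 30 of 147 where 14.2 were expected, 15 in each direction, with an adjusted p of 0.000256 in Fisher's exact test with Benjamini-Hochberg adjustment. PI3K-Akt signaling held 21 of 233 where 22.5 were expected (exact p = 0.661) and MAPK signaling 18 of 227 where 21.9 were expected (exact p = 0.84). In all, 10 of the lists held more changed genes than expected at an adjusted p below 0.05. Calcium signaling had an adjusted p of 0.0514 in Fisher's exact test with Benjamini-Hochberg adjustment among genes with at least 10 counts in every library (3.11e-05 to 0.0514 over the alternatives that kept the unadjusted p). With only the genes that passed an adjusted p of 0.05, 0 lists did. P2rx5, an ATP receptor gene, and the serotonin receptor genes Htr4 and Htr7 had the smallest p among the calcium genes. P2rx5 had 0.797 ± 0.418 CPM (SD, n = 3) in the CVST group and 4.2 ± 0.978 (SD, n = 3) after ligation, a log2 fold change of 2.38 (standard error 0.41). The log2 fold change of Htr4 was 2.75 (standard error 0.50) and that of Htr7 1.18 (standard error 0.24). Besides Htr4, the cAMP genes with the smallest p were Ppp1r1b, which fell by 2.32 on the log2 scale (standard error 0.53), and Htr1a, which rose by 1.25 (standard error 0.29). Ppp1r1b is 1 of 18 listed striatal genes, 15 of which were changed and 0 higher after ligation. For these 5 genes the adjusted p was between 0.166 and 0.283 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

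**Figure D2:**
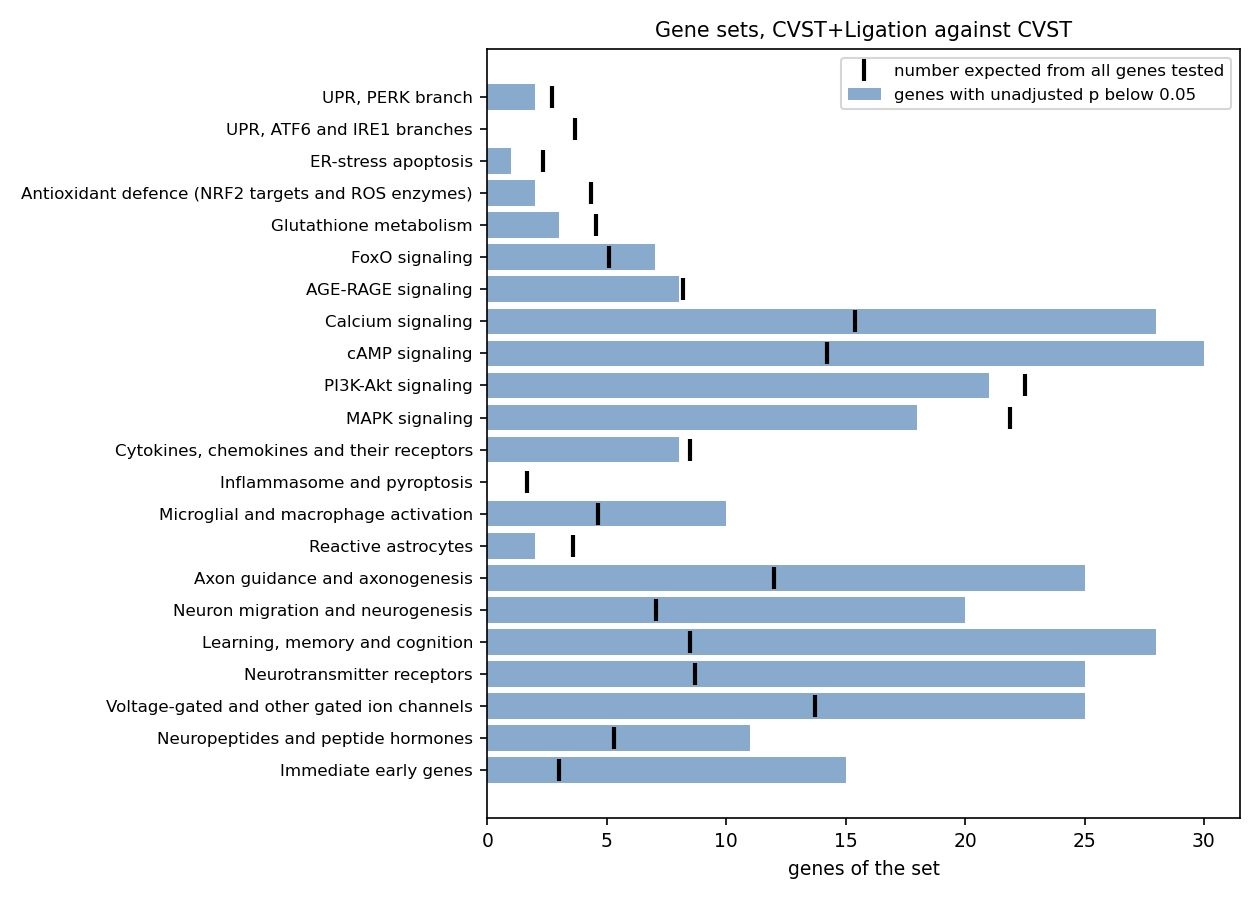
Number of genes of each list with an unadjusted p below 0.05 between the CVST+Ligation and CVST groups (bars) and the number expected from all genes tested (black marks). The bars for calcium and cAMP signaling reach 28 and 30 genes, past their marks, and those for PI3K-Akt and MAPK signaling reach 21 and 18.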

KEGG pathway analysis revealed that the differential genes in the CVST ligation group were significantly enriched in stress and survival signaling pathways such as calcium signaling, PI3K-Akt, MAPK, and cAMP. 

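Among the lists that stand for oxidative stress, FoxO signaling held 7 of 53 genes changed after ligation where 5.11 were expected (one-sided Fisher's exact test, p = 0.247), 2 higher and 5 lower. AGE-RAGE signaling held 8 of 85 where 8.2 were expected (exact p = 0.583), 3 higher and 5 lower. The antioxidant enzymes and NRF2 targets held 2 of 45 where 4.34 were expected, and glutathione metabolism 3 of 47 where 4.53 were expected. A shift of a whole list against all other genes was tested with limma's camera at an inter-gene correlation of 0.01. Its p was 0.685 for FoxO signaling, 0.239 for AGE-RAGE signaling, 0.291 for the antioxidant list and 0.169 for glutathione metabolism. After Benjamini-Hochberg adjustment, camera's p for glutathione metabolism passed 0.05 as a rise without replicate 3 of the CVST group (0.0361, range 0.0361 to 0.959 over the alternatives). The antioxidant list passed as a fall without replicate 2 of the CVST+Ligation group (0.0273, range 0.0273 to 0.954). FoxO and AGE-RAGE signaling passed this test in no alternative, with adjusted p from 0.267 and 0.113 upward. FoxO signaling was over-represented without replicate 3 of the CVST group (adjusted p = 0.0155) and without replicate 3 of the CVST+Ligation group (adjusted p = 0.0259, Fisher's exact test with Benjamini-Hochberg adjustment), and its adjusted p ranged up to 1 over the other alternatives. The FoxO genes with the smallest p were Pik3r1, Homer1 and Homer3. Pik3r1 fell by 0.87 on the log2 scale (standard error 0.24) and Homer1 fell by 1.04 (standard error 0.33). Homer3 rose by 1.58 (standard error 0.56), with 77.7 CPM in replicate 2 of the CVST+Ligation group against 31.6 and 26.1 in the other ligated mice. Each of 11 listed cerebellar genes was also highest in that library. The AGE-RAGE genes with the smallest p were Egr1, Plce1, which rose by 0.77 (standard error 0.19), and Prkcd, which rose by 1.68 (standard error 0.50). Prkcd is also 1 of 18 listed thalamic genes, of which 17 were higher. The adjusted p of Pik3r1, Homer1, Homer3, Plce1 and Prkcd was between 0.294 and 0.419 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.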

Concurrently, FoxO signaling and AGE-RAGE signaling were specifically enriched, indicating the activation of antioxidant defense and oxidative stress responses (**Figure 4E, F**). 

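The list of axon guidance and axonogenesis held 25 of 124 changed genes where 12 were expected (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00104), 18 of them higher after ligation. Neuron migration and neurogenesis held 20 of 73 where 7.04 were expected (adjusted p = 6.75e-05, same Fisher's exact test with Benjamini-Hochberg adjustment), 16 of them higher. Without the genes of brain region lists, an alternative chosen after seeing the data, its adjusted p was 0.387 in this test. Genes removed there include those of midbrain and brainstem lists written after the changed genes were seen. A rise of this p was therefore partly built in. Over the alternatives that kept the unadjusted p, the adjusted p lay between 5.13e-06 and 0.0266. Learning, memory and cognition held 28 of 88 where 8.49 were expected (adjusted p = 1.47e-07, same Fisher's exact test with Benjamini-Hochberg adjustment), 20 of them lower. As whole lists, the first pair moved up by a median log2 fold change of 0.21 and 0.22 and the learning list changed by -0.15, each with a Benjamini-Hochberg adjusted camera p of 0.036. Over the alternatives set in advance this p ranged from 0.000826 to 0.829 for axon guidance, from 0.00114 to 0.578 for neuron migration and from 0.000991 to 0.829 for the learning list, which moved up without replicate 2 of the CVST+Ligation group. It was 0.049, 0.723 and 0.129 without the brain region genes. With the inter-gene correlation estimated for each list, 0 lists were shifted at an adjusted p below 0.05. Several of the genes with the smallest p were near the detection limit in the CVST mice. Lhx5 had 0 counts in every CVST library and was at least 29.5-fold higher in the mean after ligation. Lmx1b had at most 2 and was at least 8-fold higher in the mean. The ligated libraries held 43 to 163 counts of Lhx5 and 12 to 45 of Lmx1b, so these bounds depend on the highest library. Lhx1 was at 15.6 and Barhl2 at 13.7 CPM in replicate 2 of the CVST+Ligation group, against at most 1.85 and 1.01 in the other ligated mice. Lhx5, Lhx1 and Barhl2 belong to a list of 16 midbrain and brainstem transcription factors that were all higher after ligation, and Lmx1b and Th to the midbrain dopamine list. Th, the tyrosine hydroxylase gene, went from 9.47 ± 1.97 to 38.5 ± 15.6 CPM (SD, n = 3 in each group). Dpysl5 rose by 0.98 on the log2 scale (standard error 0.22) and Ntng1, a listed thalamic gene, by 1.37 (standard error 0.34). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p of these 7 genes was between 0.128 and 0.288. Immediate early genes, which neurons switch on after activity, share genes with the learning list. Of 31 tested, 15 were changed where 2.99 were expected, and 14 of these were lower after ligation. Arc fell by 1.79 (standard error 0.42) and Per1 fell by 0.58 (standard error 0.12) on the log2 scale.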

GO analysis demonstrated that the differential genes were functionally concentrated in neural development and plasticity processes, including axonal occurrence, neurogenesis regulation, neuronal migration, and learning and memory. 

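Ion channels were represented by a list of voltage-gated and other gated channels. It held 25 of 142 genes changed between the CVST+Ligation and CVST groups where 13.7 were expected (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00606), 12 higher and 13 lower. Without replicate 2 of the CVST group its adjusted p was 0.0529, and it went up to 0.101 over the alternatives that kept the unadjusted p (Fisher's exact test with Benjamini-Hochberg adjustment). The list as a whole was not shifted (limma's camera, Benjamini-Hochberg adjusted p = 0.777, 0.27 to 0.977 over the alternatives). After P2rx5, the smallest p belonged to the potassium channel genes Kcnc4 and Kcnk4. Kcnc4 had 57.5 ± 4.72 CPM (SD, n = 3) in the CVST group and 84.1 ± 16.6 (SD, n = 3) in the CVST+Ligation group, a log2 fold change of 0.55 (standard error 0.15). Kcnk4 fell by 1.01 (standard error 0.28). The adjusted p was 0.308 for Kcnc4 and 0.311 for Kcnk4 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.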

In terms of cellular localization, they were enriched in the postsynaptic membrane and ion channel complexes. 

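The list of neurotransmitter receptors held 25 of 90 changed genes where 8.68 were expected (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 5.77e-06). Of these, 18 were higher and 7 lower after ligation. The list as a whole moved up by a median log2 fold change of 0.16 (limma's camera, Benjamini-Hochberg adjusted p = 0.036). Camera's adjusted p was 0.376 among genes with at least 10 counts in every library and 0.0543 with the replicate number as a block. It was 0.188 without replicate 3 of the CVST group, and 0.156 and 0.161 without replicates 1 and 3 of the CVST+Ligation group. Over the alternatives it ranged from 7.89e-05 to 0.829. Chrna6, a gene of the midbrain dopamine list, had the smallest p, followed by Htr4 and Htr7. With each mouse left out in turn, the log2 fold change of Chrna6 stayed between 4.19 and 5.33.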

Molecularly, these genes were associated with ion-gated channels and neurotransmitter receptor activity (**Figure 4G**). These results suggest that CVST ligation not only induced widespread cellular stress and metabolic dysregulation but also specifically affected the structural and functional integrity of neurons.

To validate the role of meningeal lymphatic vessels in endoplasmic reticulum stress/oxidative stress, we conducted further analysis after 4-PBA intervention. 

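The 3 mice of the 4-PBA group were compared with the CVST+Ligation group in the same model. An unadjusted p below 0.05 was found for 476 genes, 267 higher and 209 lower in the 4-PBA group, below the 737 that chance gives. After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test 0 genes passed 0.05, and the smallest adjusted p was 0.111. The groups did not overlap in 7.73% of the genes, where chance gives 10%. DESeq2 called 22 genes at the adjusted level, and limma on log2(FPKM + 1) called 2, Hcrt and Nkx2-1. Of the 476 genes 56.1% were higher, and this share was 66.1% with scaling by total counts alone and 72.4% with limma. It was 50.3% among genes with at least 10 counts in every library, 50% in a model of only the 2 groups, and 45.6% with a correction for gene length that was chosen after seeing the data. With 1 mouse left out at a time, 256 to 1497 genes had an unadjusted p below 0.05, the most without replicate 2 of the CVST+Ligation group. Among the genes that rose, Hcrt, Nkx2-1, Pomc, Pmch and Oxt had the smallest p. Hcrt, which encodes the orexin precursor, had 0.441 ± 0.532 CPM (SD, n = 3) in the CVST+Ligation group and 48.0 ± 21.3 (SD, n = 3) in the 4-PBA group, a log2 fold change of 6.73 (standard error 0.77). Pmch, which encodes the precursor of melanin-concentrating hormone, had 0.909, 1.19 and 17.0 CPM in the ligated mice and 213 to 378 in the 4-PBA mice. The log2 fold change of Pomc was 2.70 (standard error 0.48) and that of Nkx2-1 4.56 (standard error 0.73). Oxt had at most 2 counts in a library of the CVST+Ligation group and was at least 64.9-fold higher in the mean with 4-PBA. Single 4-PBA mice had 0.838 to 22.0 CPM, so this bound leans on the highest mouse. These 5 genes belong to a list of 14 hypothalamic genes, of which 13 were higher in the 4-PBA group. The genes that fell with the smallest p were Nxph3, Tmem132a, Tmem178, Sh3gl2 and Man1c1. Nxph3 fell by 1.41 on the log2 scale (standard error 0.26), and the others fell by 0.56 (Man1c1) to 0.92 (Tmem178).

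**Figure D3:**
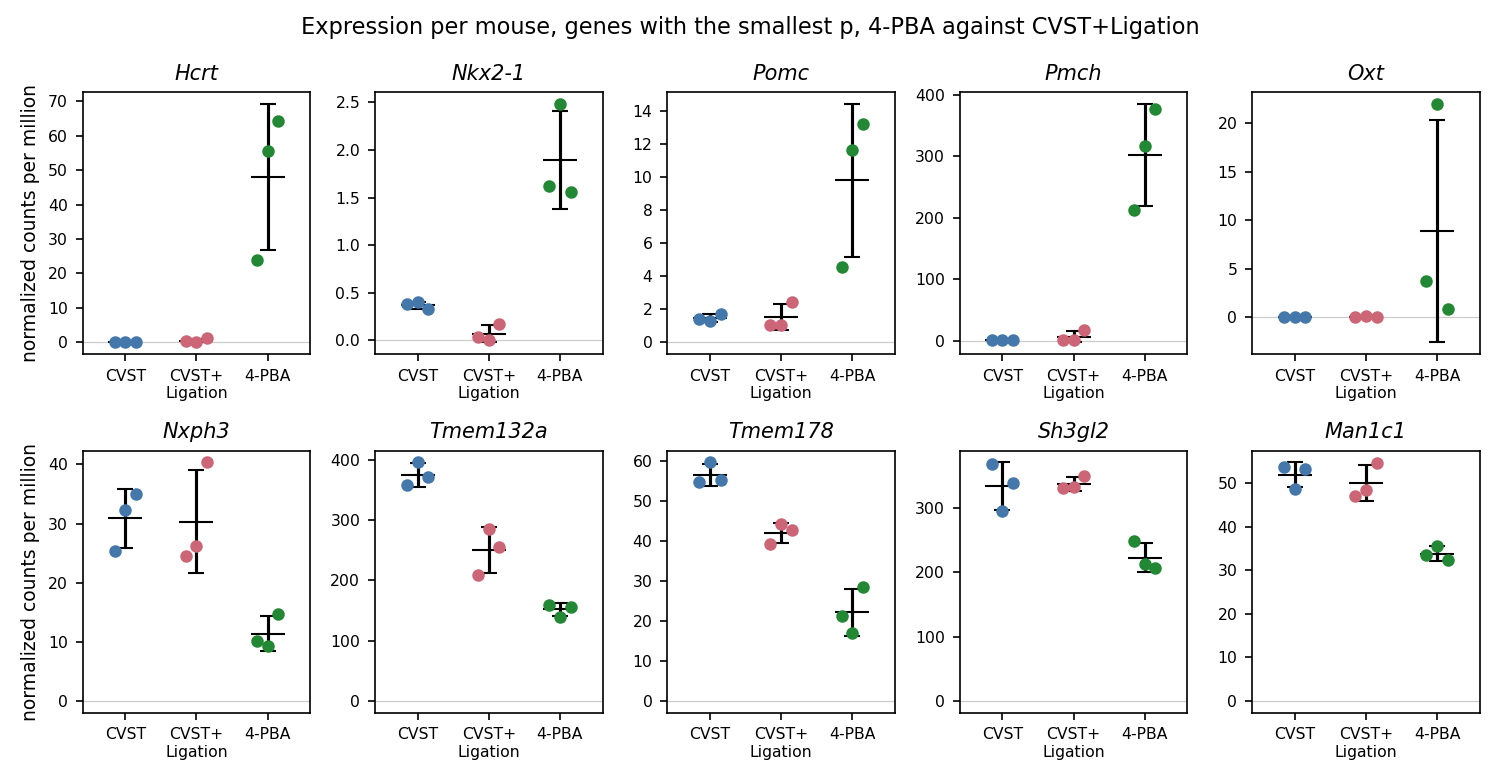
Normalized CPM (vertical axis, a separate linear scale for each gene) of the 5 genes with the smallest p among those that rose and the 5 among those that fell in the 4-PBA group against the CVST+Ligation group. Each point is a mouse, the bar is the mean and the error bar the SD over 3 mice. Hcrt lies between 23.9 and 64.4 in the 4-PBA mice and at 1.05 or less in the others.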

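Glutathione metabolism held 3 of 47 genes with an unadjusted p below 0.05 between the 4-PBA and CVST+Ligation groups, where 1.52 were expected (one-sided Fisher's exact test, p = 0.193), all higher with 4-PBA. The list as a whole moved up by a median log2 fold change of 0.08, with a camera p of 0.0272 and a Benjamini-Hochberg adjusted p of 0.116. Camera's adjusted p for it was 0.0445 among genes with at least 10 counts in every library and 0.00608 without replicate 2 of the CVST+Ligation group, with Benjamini-Hochberg adjustment, and went up to 0.808 over the other alternatives. Gpx3 rose from 21.7 ± 10.9 to 53.4 ± 15.7 CPM (SD, n = 3 in each group), a log2 fold change of 1.30 (standard error 0.38). Ggt1 rose by 0.69 (standard error 0.28) and Gpx1 by 0.34 (standard error 0.15). None of the 3 passed 0.05 after Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test. Gpx3 had already risen after ligation, from 7.78 ± 2.81 CPM (SD, n = 3) in the CVST group, a log2 fold change of 1.48 (standard error 0.39). Gpx1 had changed by -0.31 (standard error 0.15) there. The list of antioxidant enzymes and NRF2 targets moved up with an adjusted camera p of 0.00208 by Benjamini-Hochberg. It no longer passed 0.05 without replicate 1 of the CVST+Ligation group (camera's adjusted p = 0.326), without replicate 3 of the 4-PBA group (0.392) and with the inter-gene correlation estimated from the list (0.734), and the lowest value over the alternatives was 6.69e-06. Calcium signaling held 15 of 160 changed genes where 5.16 were expected (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.00234), 8 higher and 7 lower. cAMP signaling held 12 of 147 where 4.75 were expected (adjusted p = 0.0128, same Fisher's exact test with Benjamini-Hochberg adjustment). Without replicate 3 of the 4-PBA group neither passed, with adjusted p of 0.358 and 0.146 in that test, and over the alternatives that kept the unadjusted p they ranged from 6.55e-05 to 0.358 and from 0.00241 to 0.219. As a whole, calcium signaling moved down with an adjusted camera p of 0.187 by Benjamini-Hochberg. This p was 0.0445 among genes with at least 10 counts in every library and 0.0414 without replicate 1 of the 4-PBA group. With the inter-gene correlation estimated from the list it was 0.734. The calcium genes with the smallest p were Cckar, P2rx3 and Itpr1. P2rx3 had 29.5 CPM in replicate 2 of the 4-PBA group and at most 2.36 in the other 8 libraries, and Cckar was also highest in that library, at 6.77. Each of 7 listed genes of sensory ganglia was highest there too. Itpr1 had 1622 CPM in replicate 2 of the CVST+Ligation group, 524 and 463 in the other ligated mice and 258 to 356 with 4-PBA. PI3K-Akt signaling held 6 of 233 where 7.52 were expected (exact p = 0.768), MAPK signaling 9 of 227 where 7.33 were expected (exact p = 0.312), and cytokines, chemokines and their receptors 6 of 88 where 2.84 were expected (exact p = 0.0649). Of 48 genes of microglial and macrophage activation 1 was changed, while the list moved up by a median log2 fold change of 0.38 with a Benjamini-Hochberg adjusted camera p of 2.76e-05. Without replicate 3 of the 4-PBA group it moved down with an adjusted camera p of 0.356, and over all alternatives this p lay between 2.57e-12 and 0.734. After ligation the same list had gone down. Of its genes 10 of 48 were then changed against the CVST group, all lower, where 4.63 were expected (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0323, 0.0238 to 0.395 over the alternatives that kept the unadjusted p). Its median log2 fold change was -0.48, with a Benjamini-Hochberg adjusted camera p of 0.000121 (3.66e-07 to 0.829 over the alternatives). As the mean log2 deviation of these genes from their average over all libraries, the CVST mice stood at -0.11, 0.59 and -0.10. The ligated mice stood at -0.45, 0.15 and -0.48 and the 4-PBA mice at -0.45, -0.08 and 0.93. The ligated mice thus overlapped both with the CVST mice and with the 4-PBA mice. Of 37 genes of reactive astrocytes 1 was changed, and this list moved up by a median log2 fold change of 0.33 (limma's camera, Benjamini-Hochberg adjusted p = 0.0215, 1.4e-11 to 0.734 over the alternatives). It moved down without replicate 3 of the 4-PBA group (camera's adjusted p = 0.000538 by Benjamini-Hochberg). In all, 6 lists held more changed genes than expected and 4 were shifted, all up. Of the 10 ways to split these libraries into equal groups, with the real one, 5 gave at least as many over-represented lists. At least as many shifted lists were given by 7. The p-values of the lists, which take genes rather than mice as units, do not carry this limit. With the inter-gene correlation estimated for each list, 0 lists were shifted. Cellular senescence was not analysed here.

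**Figure D4:**
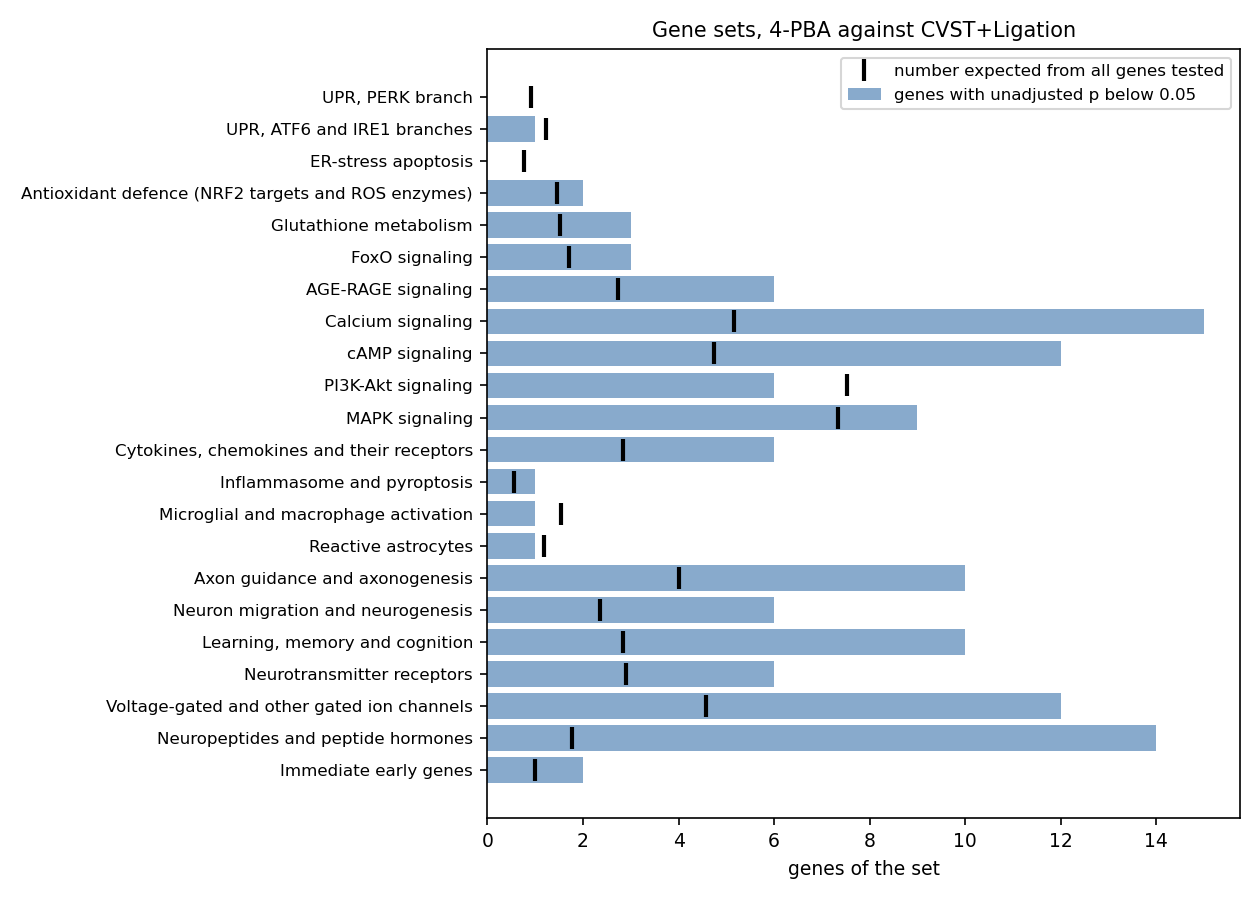
Number of genes of each list with an unadjusted p below 0.05 between the 4-PBA and CVST+Ligation groups (bars) and the number expected from all genes tested (black marks). The bar reaches 15 genes for calcium signaling and 3 for glutathione metabolism.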

KEGG enrichment analysis revealed that the glutathione metabolism pathway was specifically enriched, while stress-related pathways such as calcium signaling, PI3K-Akt, and MAPK, as well as inflammation and cellular senescence-related pathways, remained significantly enriched (**Figure 4H, I**). 

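Secretion was represented by a list of neuropeptides and peptide hormones. Of 55 genes tested, 14 were changed between the 4-PBA and CVST+Ligation groups where 1.78 were expected (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 3.14e-08), and 13 of them were higher with 4-PBA. The list as a whole moved up by a median log2 fold change of 0.33 (limma's camera, Benjamini-Hochberg adjusted p = 2.75e-10). Camera's adjusted p was 0.123 without the genes of brain region lists, an alternative chosen after seeing the data, and 0.255 with the inter-gene correlation estimated from the list. Over the other alternatives it went from 6.14e-24 to 0.000347. The listed genes with the smallest p were Hcrt, Pomc and Pmch, which are also listed hypothalamic genes. Ion channels held 12 of 142 changed genes where 4.58 were expected (adjusted p = 0.012, Fisher's exact test with Benjamini-Hochberg adjustment), 9 of them higher. Without replicate 2 of the 4-PBA group their adjusted p was 0.116 in this test (0.000371 to 0.116 over the alternatives that kept the unadjusted p). The numbers were 10 of 88 against 2.84 expected for learning, memory and cognition, and 10 of 124 against 4 for axon guidance, with adjusted p of 0.00388 and 0.0252 in Fisher's exact test with Benjamini-Hochberg adjustment. Neurotransmitter receptors held 6 of 90 against 2.91 expected (exact p = 0.0708). Over those alternatives, the adjusted p in Fisher's exact test with Benjamini-Hochberg adjustment ranged from 6.55e-05 to 0.0341 for learning, from 0.000272 to 0.559 for axon guidance and from 0.000457 to 0.778 for the receptors.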

GO results indicated that differentially expressed genes after 4-PBA treatment were primarily enriched in ion transport regulation, secretion processes, and neuronal synaptic terminal-related functions (**Figure 4J**). This suggests that 4-PBA may exert neuroprotective effects by modulating redox metabolism and neuronal secretion functions.

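Genes of ER stress, apoptosis and inflammation that the study names were looked up in the same counts. The methods set 3 mice per group aside for sequencing, so the paper's own measurements of these markers belong to other mice. On simulated data edgeR's test recovered 30% of the genes changed 2-fold at an adjusted p below 0.05. A marker that does not pass is therefore not shown to be unchanged. Of 26 genes, 22 had enough counts to be tested. Il6, Tnf, Il10 and Il17a did not, with 40, 23, 3 and 0 counts in total over the 9 libraries. Between the CVST+Ligation and CVST groups, 0 of the 22 passed 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and 0 with adjustment over the 22 alone, where the smallest adjusted p was 0.13. In a model of only these 2 groups, 1 gene, Cd68, passed over the 22 alone. An unadjusted p below 0.05 was found for 3, all lower after ligation. Rbfox3, the NeuN gene, had a log2 fold change of -0.45 (standard error 0.14), Aif1, the IBA1 gene, of -0.76 (standard error 0.25) and Cd68 of -0.78 (standard error 0.30). Hspa5 (GRP78) had a log2 fold change of 0.02 (standard error 0.15), Ddit3 (CHOP) of -0.25 (standard error 0.14) and Atf4 of -0.28 (standard error 0.18). The values were -0.06 (standard error 0.34) for Bbc3 (PUMA) and 0.41 (standard error 0.55) for Casp12. Hspa5, Bbc3 and Casp12 changed direction in at least 1 of the fits that left out a mouse. The list of the PERK branch of the unfolded protein response held 2 of 28 changed genes where 2.7 were expected, that of the ATF6 and IRE1 branches 0 of 38 where 3.66 were expected, and that of ER-stress apoptosis 1 of 24 where 2.31 were expected. Between the 4-PBA and CVST+Ligation groups 0 of the 22 genes passed over all genes and 0 over the 22 alone, where the smallest adjusted p was 0.627 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An unadjusted p below 0.05 was found for 1, Rbfox3, with a log2 fold change of -0.36 (standard error 0.14). Hspa5 rose by 0.12 (standard error 0.15), which is within the error. Ddit3 changed by -0.14 (standard error 0.14), Atf4 by -0.07 (standard error 0.18), Bbc3 by -0.09 (standard error 0.34) and Casp12 by -0.09 (standard error 0.55). The PERK branch held 0 of 28 changed genes and the ATF6 and IRE1 branches 1 of 38. The latter list was shifted up without replicate 2 of the 4-PBA group (camera's adjusted p = 0.0332 by Benjamini-Hochberg, 0.0332 to 0.734 over the alternatives) and not with all mice (0.145). From the terms enriched among the changed genes, the paper proposes that ligation brought cellular stress and metabolic dysregulation and affected the integrity of neurons. It further proposes that 4-PBA acts through redox metabolism and neuronal secretion.

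**Figure D5:**
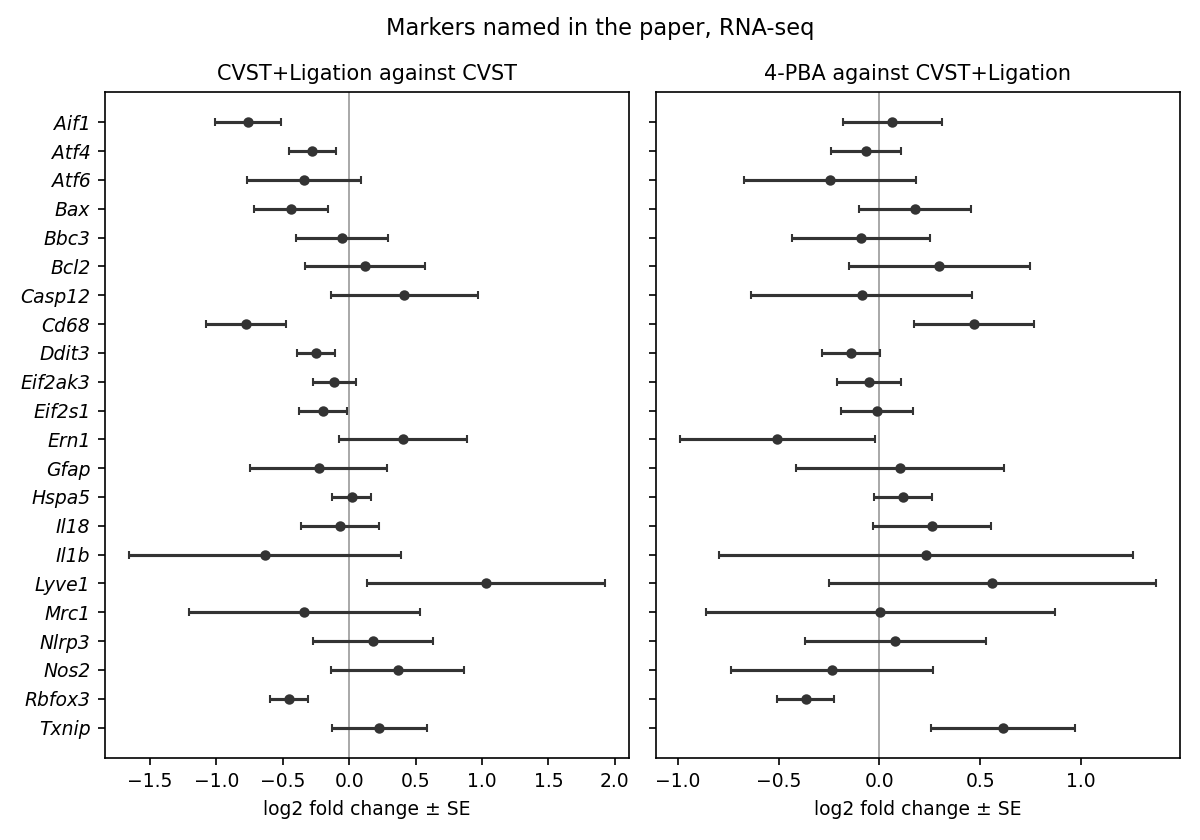
Log2 fold changes (horizontal axis) of the 22 tested genes with 1 standard error of edgeR's model, between the CVST+Ligation and CVST groups and between the 4-PBA and CVST+Ligation groups. In the first comparison Aif1, Cd68 and Rbfox3 lie at -0.76, -0.78 and -0.45.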

Collectively, these findings demonstrate that meningeal lymphatic dysfunction exacerbates transcriptional activation of endoplasmic reticulum stress/oxidative stress and associated apoptotic signaling pathways beyond CVST alone, revealing a potential mechanism for aggravating brain injury at the gene expression level.

### 3.3 Dysfunction of meningeal lymphatic vessels leads to elevated expression of autophagy-related pathways such as endoplasmic reticulum stress/oxidative stress

We validated the activation of the ER stress/oxidative stress pathway following meningeal lymphatic dysfunction in CVST mice using multiple approaches. RT-qPCR analysis revealed upregulated expression of CHOP, PUMA, ATF4, and Caspase-12 in both CVST and CVST+Ligation groups, suggesting induction of ER stress in brain tissue (**Figures 5A-D**). Immunofluorescence staining further corroborated the upregulation of these ER stress markers (**Figures 5E-L**). Additionally, RT-qPCR demonstrated elevated expression of IL-6, IL-1β, TNF-α, IL-17, and IL-10, indicating that CVST triggers neuroinflammation, which is exacerbated by ligation (**Figures 5M-Q**).

**Figure 5:**
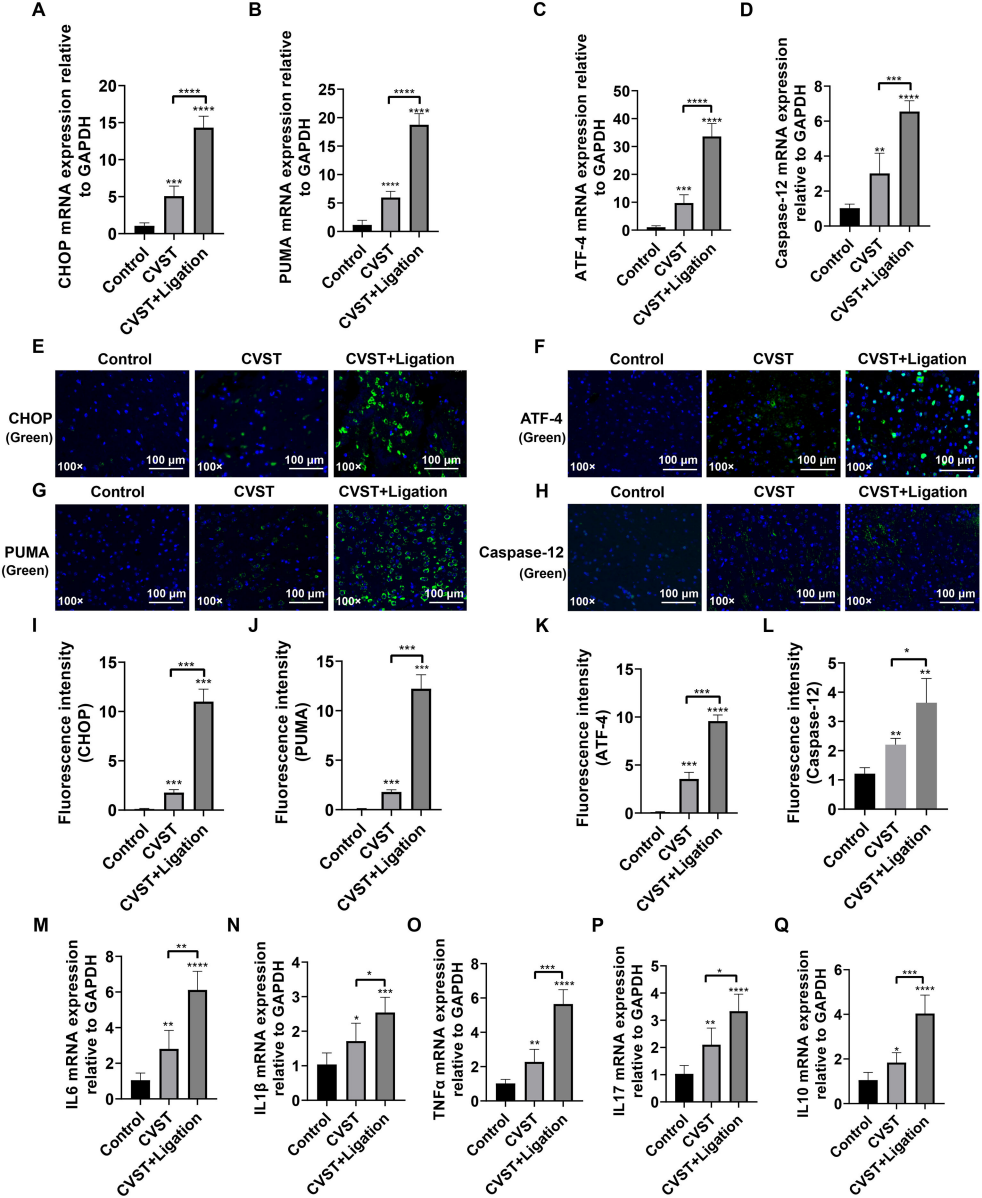
mLVs dysfunction exacerbates CVST-induced endoplasmic reticulum stress and inflammatory response. **(A–D)** RT-qPCR analysis of CHOP, PUMA, ATF4, and Caspase12 expression in mouse brain tissue. Expression levels were elevated in CVST mice and further increased in the CVST+ligation group. **(E–H)** Immunofluorescence staining of CHOP, PUMA, ATF4, and Caspase12 in mouse brain tissue (n=5). The staining patterns aligned with the gene expression trends, with the CVST+Ligation group displaying the strongest fluorescent signals. CHOP **(E)**, ATF4 **(F)**, PUMA **(G)**, and Caspase-12 **(H)** are stained green, and nuclei are stained with DAPI (blue). The scale bars represent 100 μm. **(I–L)** Quantification of fluorescence intensity from **(E-H)** using ImageJ. **(M–Q)** RT-qPCR analysis of inflammatory cytokines IL6, IL1β, TNFα, IL17, and IL10 in mouse brain tissue. These inflammatory markers were significantly upregulated in CVST, with further enhancement in the CVST+ligation group. Data were analyzed using unpaired t-test in GraphPad Prism 8.*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

Compared with the Control group, both the CVST and CVST+Ligation groups exhibited significantly upregulated expression of GRP78, CHOP, Caspase-12, ATF4, p-eIF2α, and PUMA (**Figure 6**), indicating that both conditions induced ER stress. Notably, the CVST+Ligation group displayed even higher protein levels of these markers than the CVST group, demonstrating that ligation exacerbated CVST-induced ER stress. Additionally, immunofluorescence analysis of NLRP3 and IL-1β expression revealed significantly increased microglial pyroptosis in the ligation group (**Supplementary Figure 5**).

**Figure 6:**
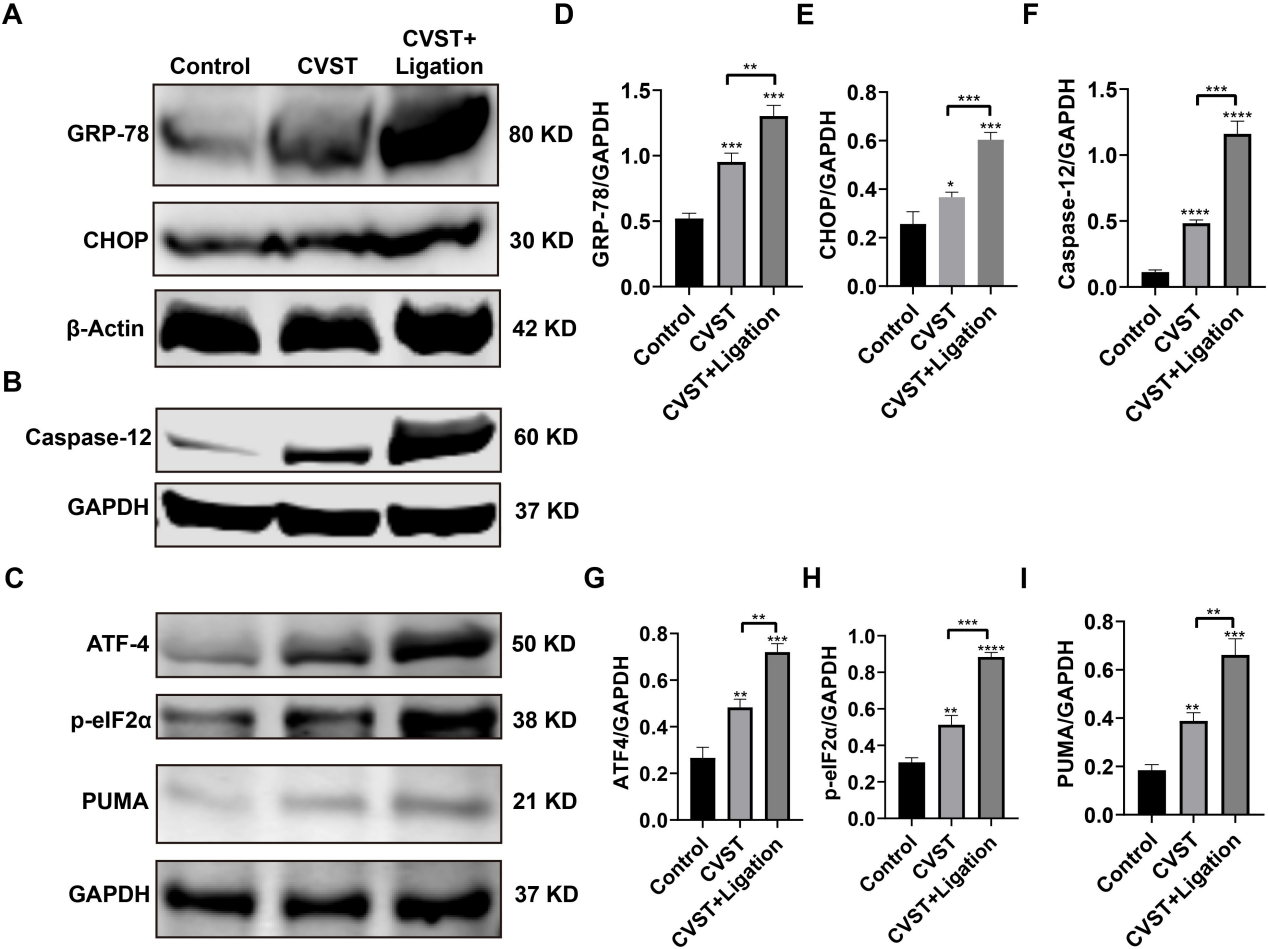
Lymphatic dysfunction exacerbates CVST-induced endoplasmic reticulum stress. **(A-C)** Western blot analysis of GRP78, CHOP, Caspase12, ATF4, p-eIF2α, and PUMA expression in mouse brain tissue post-induction (n=3). Expression of these proteins was upregulated in the CVST group compared with the control group and further significantly increased in the CVST+ligation group. **(D–I)** Quantification of band intensities from **(A-C)** was performed using ImageJ. Statistical analysis was conducted using unpaired t-test in GraphPad Prism 8.*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### 3.4 Suppression of endoplasmic reticulum stress leads to reduced expression of pathways associated with oxidative stress in CVST following meningolymphatic dysfunction

To further validate activation of the ER stress/oxidative stress pathway following lymphatic dysfunction, we employed 4-PBA as an ER stress inhibitor. RT-qPCR and immunofluorescence analysis demonstrated that 4-PBA treatment significantly attenuated the expression of CHOP, ATF4, PUMA, and Caspase-12 (**Figures 7A-L**). Consistently, ELISA revealed that 4-PBA markedly reduced the levels of IL-6, IL-1β, TNF-α, IL-17, and IL-10 (**Figures 7M-Q**). These findings indicate that inhibition of ER stress by 4-PBA effectively mitigates neuroinflammation induced by CVST+Ligation. Furthermore, they suggest that ligation exacerbates CVST-induced brain injury by aggravating ER stress. Western blotting confirmed that 4-PBA treatment significantly decreased the protein levels of GRP78, CHOP, p-PERK, p-eIF2α, PUMA, ATF4, and Caspase-12 (**Figure 8**), demonstrating that 4-PBA effectively suppresses ER stress in brain tissue triggered by CVST+Ligation (**Figure 9**). 

**Figure 7:**
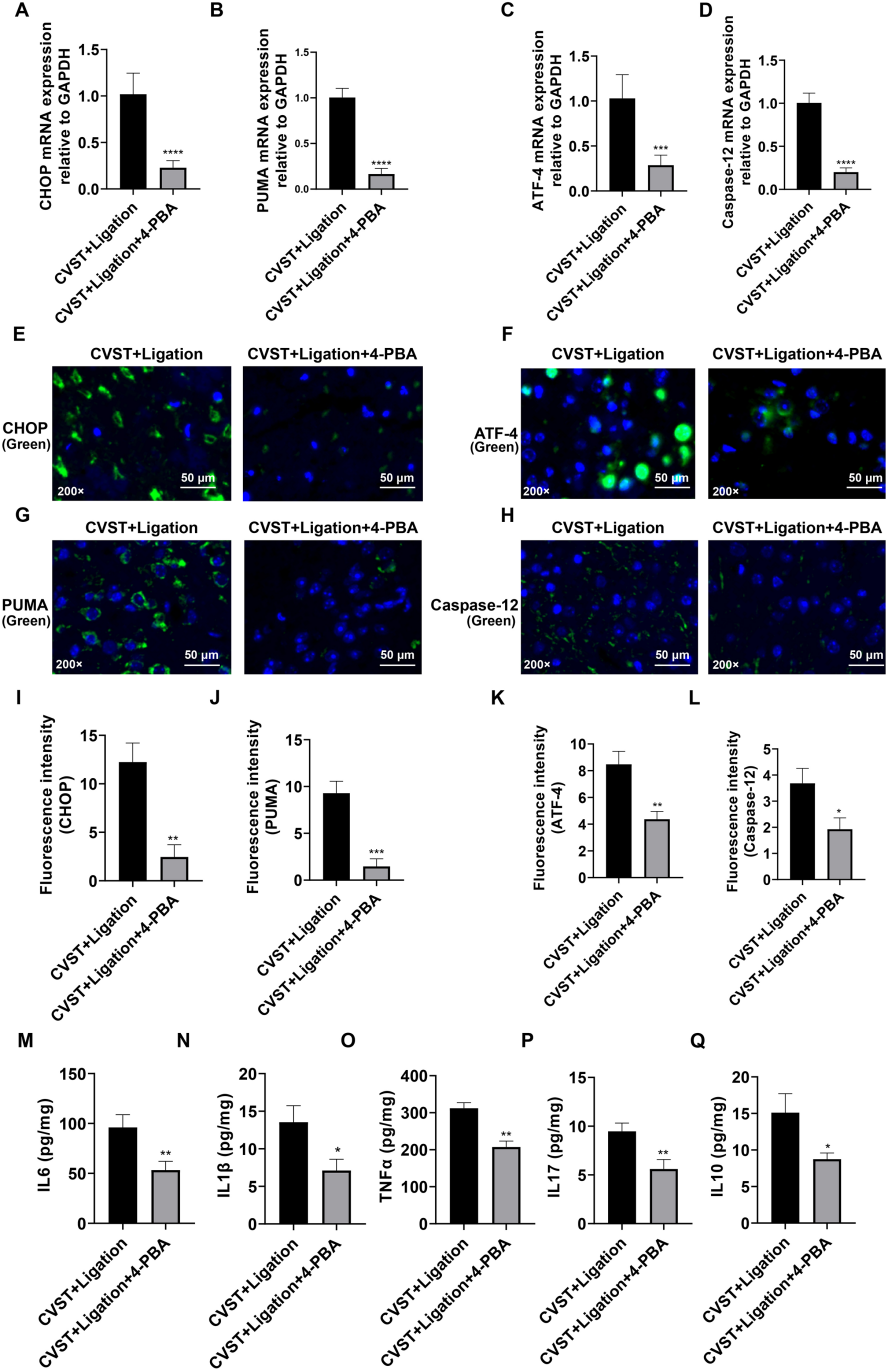
Inhibition of endoplasmic reticulum stress attenuates CVST+Ligation-induced inflammatory response. **(A-D)** RT-qPCR analysis of CHOP, PUMA, ATF4, and Caspase12 expression in mouse brain tissue. 4-PBA treatment significantly decreased the mRNA expression levels of pro-apoptotic factors CHOP **(A)**, PUMA **(B)**, ATF4 **(C)**, and Caspase12 **(D)** compared with the CVST+Ligation model group. **(E-H)** Immunofluorescence staining of CHOP, PUMA, ATF4, and Caspase12 in mouse brain tissue (n=5). Fluorescent signals (green) for CHOP **(E)**, PUMA **(F)**, ATF4 **(G)**, and Caspase12 **(H)** were markedly increased in the CVST+Ligation group, while 4-PBA treatment reduced their expression. The scale bars represent 50 μm. **(I-L)** Quantification of fluorescence intensity from **(E-H)** using ImageJ. **(M-Q)** ELISA analysis of IL6, IL1β, TNFα, IL17, and IL10 levels in mouse brain tissue. Pro-inflammatory cytokine levels were significantly elevated in the CVST+Ligation group and were markedly reduced by 4-PBA intervention. Statistical analysis was conducted using unpaired t-test in GraphPad Prism 8. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 8:**
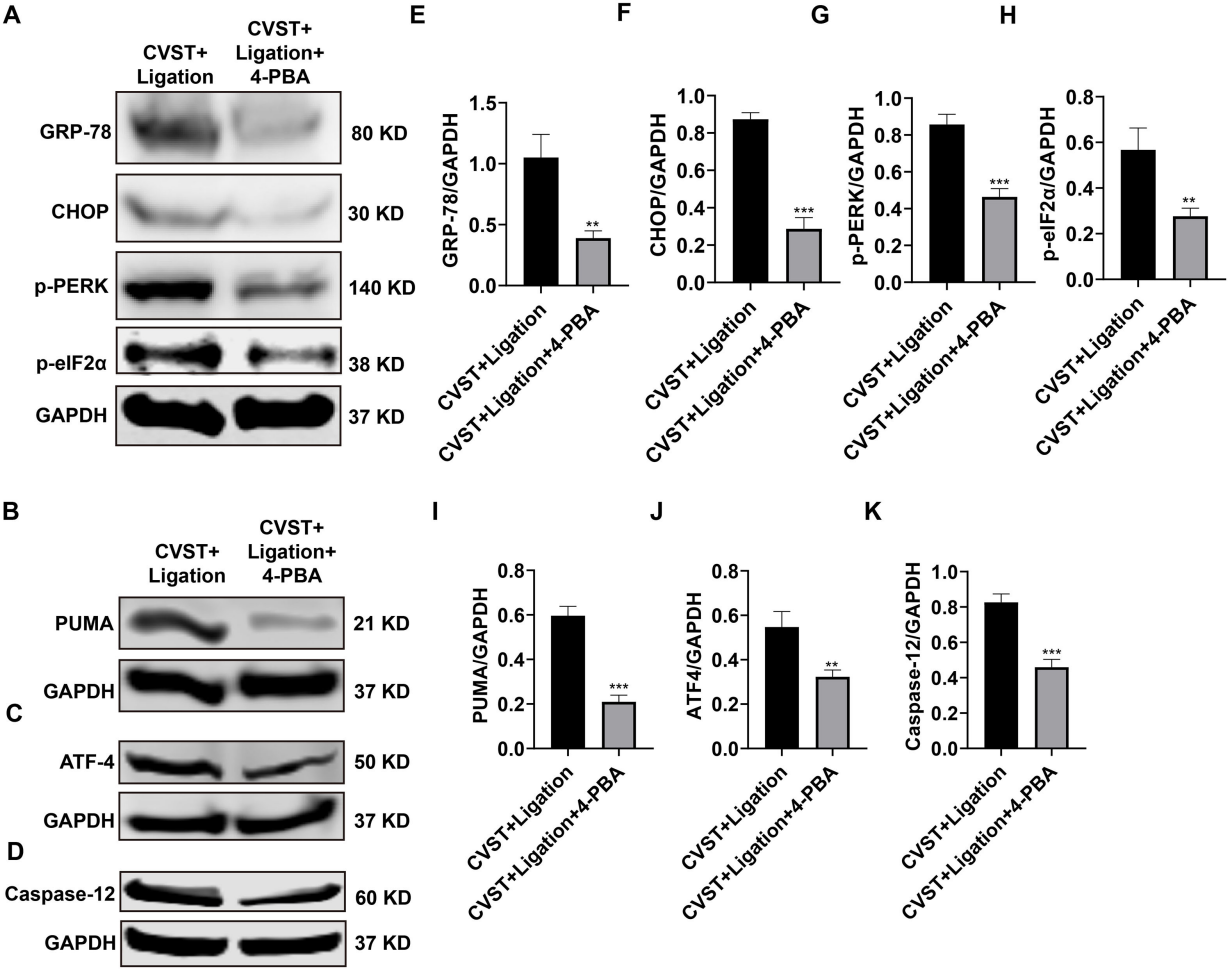
4-PBA treatment effectively inhibits CVST+Ligation-induced endoplasmic reticulum stress in mouse brain tissue. **(A-D)** Western blot analysis of GRP78, CHOP, p-PERK, p-eIF2α, PUMA, ATF4, and Caspase12 expression in mouse brain tissue following 4-PBA intervention (n=3), showing downregulation of these endoplasmic reticulum stress markers. **(E-K)** Quantification of band intensities using ImageJ and statistical analysis by unpaired t-test in GraphPad Prism 8 demonstrated that 4-PBA intervention significantly downregulated the expression of all these endoplasmic reticulum stress-related proteins compared with the CVST+Ligation model group. **P < 0.01, ***P < 0.001.

**Figure 9:**
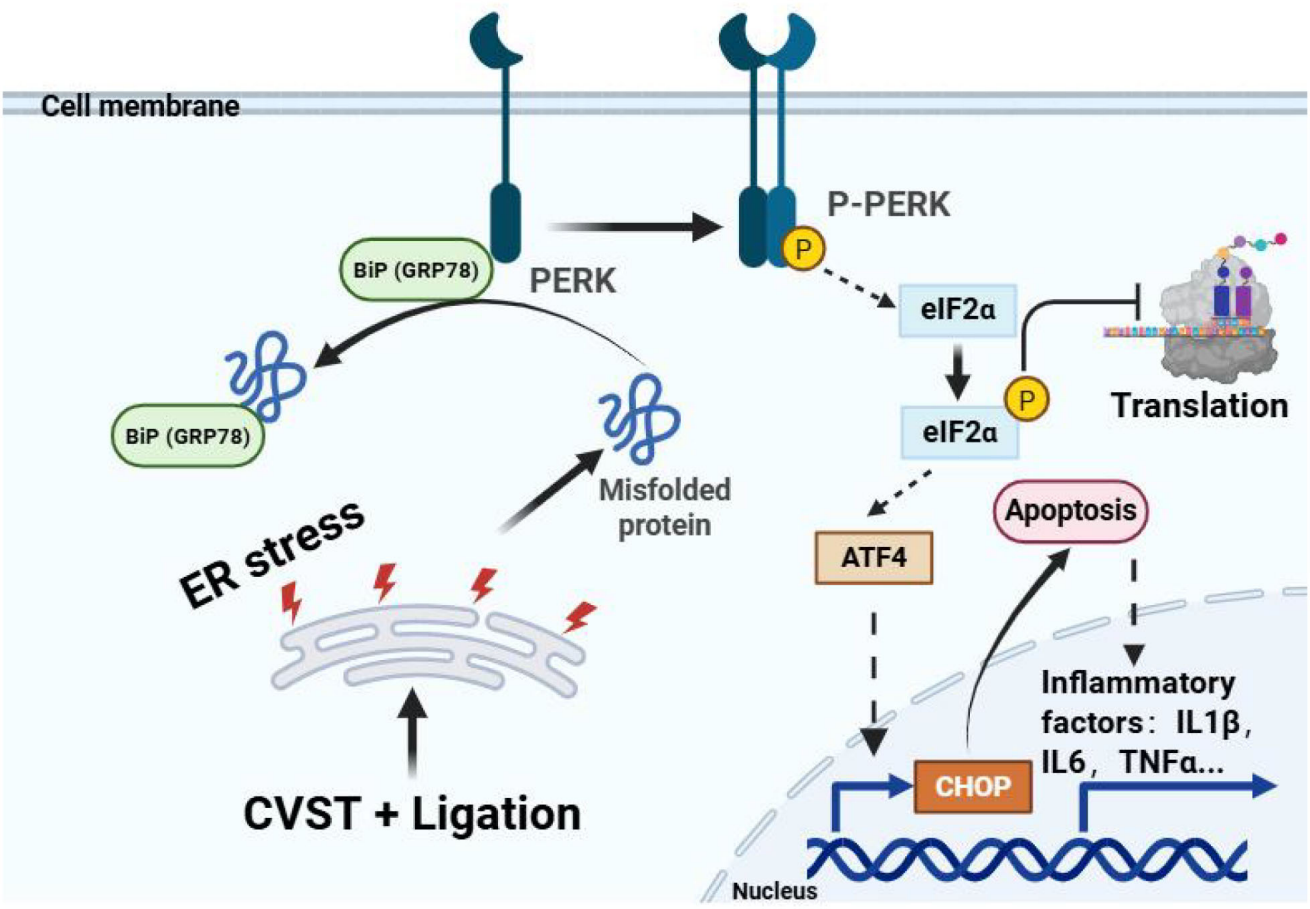
The schematic diagram demonstrates that dysfunction of meningeal lymphatics can exacerbate neuroinflammation through the endoplasmic reticulum stress/oxidative stress pathway, thereby worsening brain injury following CVST.

## 4 Discussion

The discovery of mLVs transformed the traditional understanding of neuroimmunology. These vessels are essential for clearing metabolic waste, circulating cerebrospinal fluid, and maintaining central nervous system homeostasis. A growing body of evidence suggests that mLVs play a significant role in the onset and progression of various neurological disorders. In the present study, we observed marked exacerbation of brain injury in CVST mice with mLV dysfunction. Concurrently, markers of ER stress and oxidative stress were significantly upregulated following mLV dysfunction. Pharmacological inhibition of ER stress alleviated brain injury in CVST mice with impaired mLVs. Collectively, these findings indicate that mLV dysfunction aggravates CVST-induced brain injury via a combined mechanism involving ER and oxidative stress pathways.

Dysfunction of the meningeal lymphatic system can influence the development and progression of neurological disorders. This system plays a key role in neurodegenerative diseases such as Alzheimer’s and Parkinson’s disease. Impaired meningeal lymphatic drainage hinders the removal of amyloid-β, promoting neuroinflammation and progressive neuronal loss, thereby exacerbating Alzheimer’s disease pathology. Treatment with vascular endothelial growth factor C (VEGF-C) has been shown to alleviate these symptoms (24, 25). Furthermore, a clinical trial investigating deep cervical lymphatic-venous anastomosis for Alzheimer’s disease was based on the theory of restoring meningeal lymphatic function (26). Zou et al. (27) demonstrated that ligation of the deep cervical lymph nodes in A53T mice exacerbates α-synuclein aggregation in the brain. This pathological process was accompanied by glial proliferation, increased pro-inflammatory cytokine expression, and elevated tau protein levels. Meningeal lymphatic function also affects outcomes in immune-mediated and infectious diseases of the nervous system. Louveau et al. (28) demonstrated that improving meningeal lymphatic function alleviates the clinical symptoms of experimental autoimmune encephalomyelitis in affected mice. Li et al. (29) observed that mLVs promote the clearance of intracranial viruses and play a crucial role in the pathophysiological responses to cerebrovascular disease and traumatic brain injury. Wang et al. (30) further discovered that, in rats with intraventricular hemorrhage, mLVs remove ferritin from the ventricles, thereby reducing sterile inflammation and mitigating the development of hydrocephalus. Yanev et al. (12) observed that hypoplasia of the mLVs exacerbated the severity of post-stroke brain injury in an arterial stroke mouse model. Similarly, Bolte et al. (11) demonstrated that impaired meningeal lymphatic function worsens traumatic brain injury. In our study, we ligated the deep cervical lymph nodes in CVST mice to further aggravate meningeal lymphatic dysfunction. Compared with unligated CVST mice, those subjected to lymph node ligation exhibited more pronounced behavioral deficits and more extensive brain injury, along with significantly increased cerebral cell apoptosis and neuronal damage. Consistent with observations in other neurological disorders, our findings suggest that impaired meningeal lymphatic function amplifies the extent of brain injury after CVST. The meningeal lymphatic system plays a key role in regulating neuroinflammatory responses within the brain by draining the cerebrospinal fluid and clearing metabolic waste products under both physiological and pathological states. This process profoundly influences the pathophysiological processes underlying neurological disorders. The mLV network facilitates the entry of central immune cells such as dendritic cells (DCs), B lymphocytes, T cells, and neutrophils into the peripheral immune system. This process induces self-reactive T-cell responses and regulates peripheral immunity (9, 31). Louveau et al. (28) demonstrated the presence of DCs within the mLV system. Following the injection of labelled DCs into the cisterna magna, they observed that these cells drained via the mLV network and participated in the central immune response. B lymphocytes in the meninges can migrate to the cervical lymph nodes and participate in intracranial immune responses (32). Microglia highly express the chemokine CCL21, which binds to the CCR7 receptor on the surface of immune cells, mediating the migration of T cells from the meninges to the deep cervical lymph nodes (28). Rustenhoven et al. (33) reported that single-cell sequencing of meningeal lymphatic endothelial monocytes in aged mice revealed an increase in interferon-γ (IFN-γ) within the aged meninges due to T-cell accumulation, which led to brain injury. Concurrently, inflammatory stimuli such as TNF-α and IL-1β can activate the NF-κB signaling pathway in meningeal lymphatic endothelial cells, inducing the expression of adhesion molecules, including Intercellular Adhesion Molecule-1 and Vascular Cell Adhesion Molecule-1, and thereby promoting immune cell recruitment and transmembrane migration (34). Our results suggest that following meningeal lymphatic dysfunction, CVST mice exhibit significantly increased cerebral cell apoptosis, alongside markedly elevated expression of IBA1 and CD68. At this stage, CVST mice demonstrate heightened pro-inflammatory levels, indicating that the meningeal lymphatic system influences brain injury in CVST mice by modulating inflammatory responses.

CVST obstructs cerebral venous outflow, elevates intracranial pressure, and impairs the drainage of extracellular fluid. The resulting accumulation of fluid within the brain parenchyma leads to cerebral edema. Concurrently, disruption of the blood-brain barrier triggers an inflammatory response. These three fundamental pathological processes form a vicious cycle that amplifies brain tissue damage. Inflammatory and immune mechanisms play crucial roles in the pathogenesis of CVST and strongly influence its clinical prognosis (35, 36). Jin et al. (2) observed that neutrophil extracellular traps participate in autophagy and promote thrombogenesis in patients with CVST. Inflammatory cells such as microglia, astrocytes, and neutrophils contribute to the pathophysiology of brain injury following CVST (36). Ding et al. (20) demonstrated that inhibition of the cGAS-STING axis reduces inflammasome activation and microglial pyroptosis in CVST mice, thereby mitigating brain injury. In another study, Ding et al. (23) used RNA sequencing to analyze transcriptional alterations in the cerebral cortex following CVST and observed a marked increase in inflammatory response pathways. Through analysis of these transcriptomic data, we identified that pathways related to ER stress, oxidative stress, and inflammation were significantly activated in the CVST state. Activation of the ER and oxidative stress pathways constitutes a key neuroinflammatory mechanism underlying CVST-induced brain injury (16).

To investigate alterations in endoplasmic reticulum (ER) and oxidative stress pathways in CVST mice with meningeal lymphatic dysfunction, we analyzed their transcriptomic levels. KEGG pathway enrichment analysis revealed that the AGE-RAGE signaling pathway, which is associated with oxidative stress, was persistently activated throughout the disease process. Concurrently, the core antioxidant defense pathway (FoxO signaling) was induced specifically in the CVST and CVST+Ligation groups. However, after treatment with the ER stress inhibitor 4-PBA, enrichment of this pathway disappeared and was replaced by significant activation of the glutathione metabolism pathway. Additionally, the calcium signaling pathway, which serves as a critical bridge between ER stress and oxidative stress, was highly enriched in both comparison groups. GO enrichment analysis revealed that differentially expressed genes were significantly enriched in pathways related to axonal structure, ion channel function, neuropeptide secretion, and cognition. These pathways are closely associated with maintaining neuronal homeostasis, and their dysregulation is a classic downstream event of ER and oxidative stress. Furthermore, the expression profile of secretion-related pathways exhibited a significant reversal following treatment with the ER stress inhibitor 4-PBA, suggesting that ER stress plays a pivotal role in neuronal damage in this model. 

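Both comparisons were set side by side for the neuropeptide and hormone genes. After ligation 11 of 55 were changed, 5 higher and 6 lower than in the CVST group, and the shift of the whole list had an adjusted p of 0.404 in limma's camera with Benjamini-Hochberg adjustment. Over the alternatives this p ranged from 0.05, among genes with at least 10 counts in every library, to 0.954, and the list moved down in each but the fit without replicate 3 of the CVST group. In their mean log2 deviation from the average over all libraries, the CVST mice stood at -0.32, -0.74 and -0.08. The ligated mice stood at -0.54, -0.71 and 0.20, and the 4-PBA mice at 0.75, 0.80 and 0.63. Every 4-PBA mouse was above every ligated mouse (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow), while the CVST and ligated mice overlapped. Of the genes with an unadjusted p below 0.05 in both comparisons, 60 changed in opposite directions and 59 in the same direction. Independent comparisons would share 45.9 genes in all by chance, but these comparisons are not independent. Because both comparisons contain the ligated mice, the log2 fold changes were also computed from different ligated mice, 1 in one comparison and the others in the other. Their correlation across genes, averaged over the 6 ways of doing so, was 0.198 (range 0.0467 to 0.42). With the same 3 ligated mice in both comparisons it was -0.0851. Data simulated without any change gave 0.0226 with the ligated mice kept apart and -0.469 with the same ones in both. Genes are not independent replicates, and no p-value was computed across them.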

Taken together, these data demonstrate that CVST combined with ligation treatment induces significant ER stress, leading to disruption of calcium homeostasis and driving oxidative stress. Conversely, 4-PBA alleviates ER stress, thereby restoring the cell’s redox balance. Therefore, meningeal lymphatic dysfunction may involve inflammatory and cytokine-mediated signaling regulation and be associated with endoplasmic reticulum stress and apoptosis processes.

Oxidative stress activates inflammasomes, particularly NLRP3, through excessive generation of reactive oxygen species. Inflammasomes, including NLRP3, act as multiprotein receptors that promote the maturation of IL-1β and IL-18 and induce pyroptosis, thereby participating in inflammatory responses and immune regulation. ER stress denotes the cellular response to misfolded or unfolded proteins within the ER that exceed their folding capacity. Oxidative stress and ER stress interact closely, each capable of provoking the other. Our transcriptomic analysis indicates that meningeal lymphatic dysfunction likely disrupts this equilibrium, thereby perpetuating and amplifying a vicious cycle that culminates in more severe neuronal apoptosis and neuroinflammation. Therefore, using molecular biology techniques including western blotting, polymerase chain reaction, and immunofluorescence, we examined the pathways associated with ER stress and oxidative stress in both the CVST and lymphatic ligation groups. We observed a marked elevation of ER and oxidative stress markers following lymphatic dysfunction. Subsequent inhibition of ER stress with 4-phenylbutyric acid effectively reversed these abnormal molecular changes. These results demonstrate that upregulation of ER and oxidative stress pathways following meningeal lymphatic dysfunction exacerbates brain injury in CVST mice and further supports our central hypothesis. Endoplasmic reticulum (ER) stress was primarily driven by the PERK-eIF2α-ATF4-CHOP signaling pathway (37). During ER stress-mediated apoptosis, key markers such as CHOP, p-IRE1α, p-PERK, and caspase-12 were significantly upregulated at early stages, subsequently inducing or modifying TXNIP expression, a change closely associated with alterations in neurological function and brain injury (16). In contrast, although phosphorylation/cleavage of IRE1α or ATF6 also increased, their peak expression occurred later (≥48 h), and specific inhibition of these branches did not significantly affect acute-phase infarct volume, suggesting their greater involvement in delayed repair or chronic inflammation (38). Therefore, this study focused on detecting key indicators of the PERK-eIF2α-ATF4-CHOP pathway. Results showed significant elevation of these indicators on the second day post-modeling, consistent with previous findings. In CVST mice with meningeal lymphatic dysfunction, the upregulation of these pathway markers was even more pronounced, indicating that such dysfunction may exacerbate brain injury by modulating this pathway. Furthermore, inhibition of ER stress using 4-PBA effectively reversed the aberrant changes in these molecular markers. These results suggest that meningeal lymphatic dysfunction enhances ER stress/oxidative stress pathway activation, thereby aggravating brain injury in CVST mice.

Our study has certain limitations. First, ligation of the deep cervical lymph nodes to simulate meningeal lymphatic dysfunction does not fully replicate the complex alterations in lymphatic drainage observed in human cases of CVST; moreover, the ligation procedure itself may induce local inflammation and thus introduce potential confounding effects. Second, we focused primarily on the core ER- and oxidative stress pathways after CVST-associated lymphatic dysfunction and did not fully explore the precise interactions with other key pathways, such as autophagy and additional cell-death programs. Additionally, it should be noted that this study employed only male mice. Future research should explore the impact of gender differences on mLV function and CVST prognosis.

In future studies, we may consider employing conditional gene knockout mice (such as those with specific deletion of key genes in lymphatic endothelial cells) or VEGF-C-mediated lymphatic-specific hyperplasia models to more precisely regulate meningeal lymphatic function. These approaches will enable validation of the implicated mechanisms and elucidation of upstream and downstream molecular connections among meningeal lymphatics, oxidative stress, NLRP3 inflammasome activation, and pyroptosis. Ultimately, these investigations will strengthen the mechanistic rationale for novel therapeutic approaches targeting meningeal lymphatic function in CVST.

## 5 Conclusions

Dysfunction of the meningeal lymphatic system represents a key contributing factor to exacerbated brain injury after CVST. Our experimental findings demonstrate that impaired lymphatic drainage significantly worsens neurological deficits and amplifies brain tissue pathology, inflammatory responses, and cellular apoptosis. Furthermore, we identified ER and oxidative stress pathways as pivotal mediators of this heightened brain injury. These findings provide crucial theoretical and experimental support for novel therapeutic approaches that aim to protect or enhance meningeal lymphatic function as an approach to mitigate CVST-related brain injury.

## Data Availability

The data presented in this study have been deposited in the GEO repository, with the accession number GSE317334.

# Supplementary material for: Meningeal lymphatic vessel dysfunction exacerbates brain injury in CVST mice via endoplasmic reticulum and oxidative stress pathways
**Source:** Front Immunol. 2026 Jan 30;17:1745066. doi: 10.3389/fimmu.2026.1745066
**Supplement:** Supplementary file 1

**Supplementray**

**
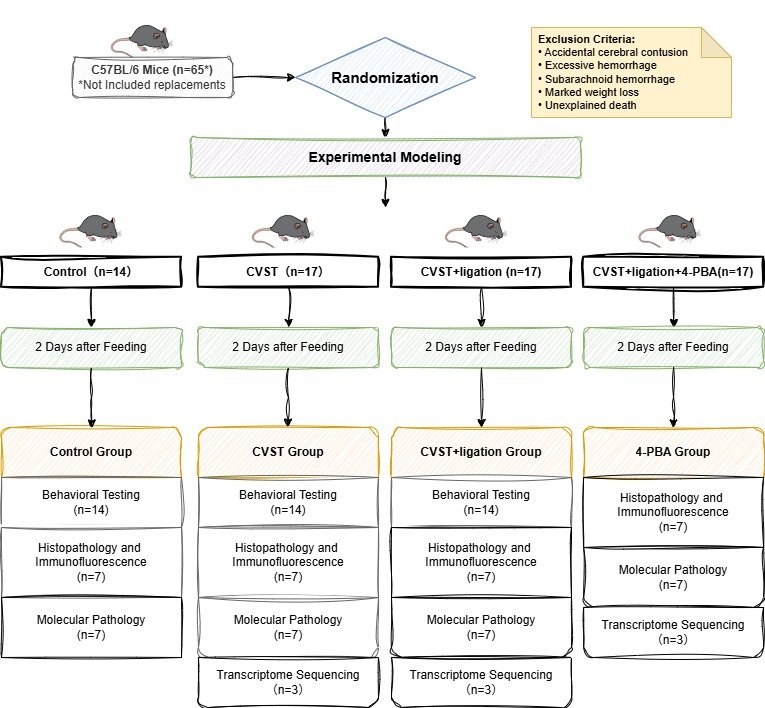
**

**Supplementary Fig.1 Flowchart and Allocation of Experimental Animals ：The sample quantity in the figure represents the number of mice.**

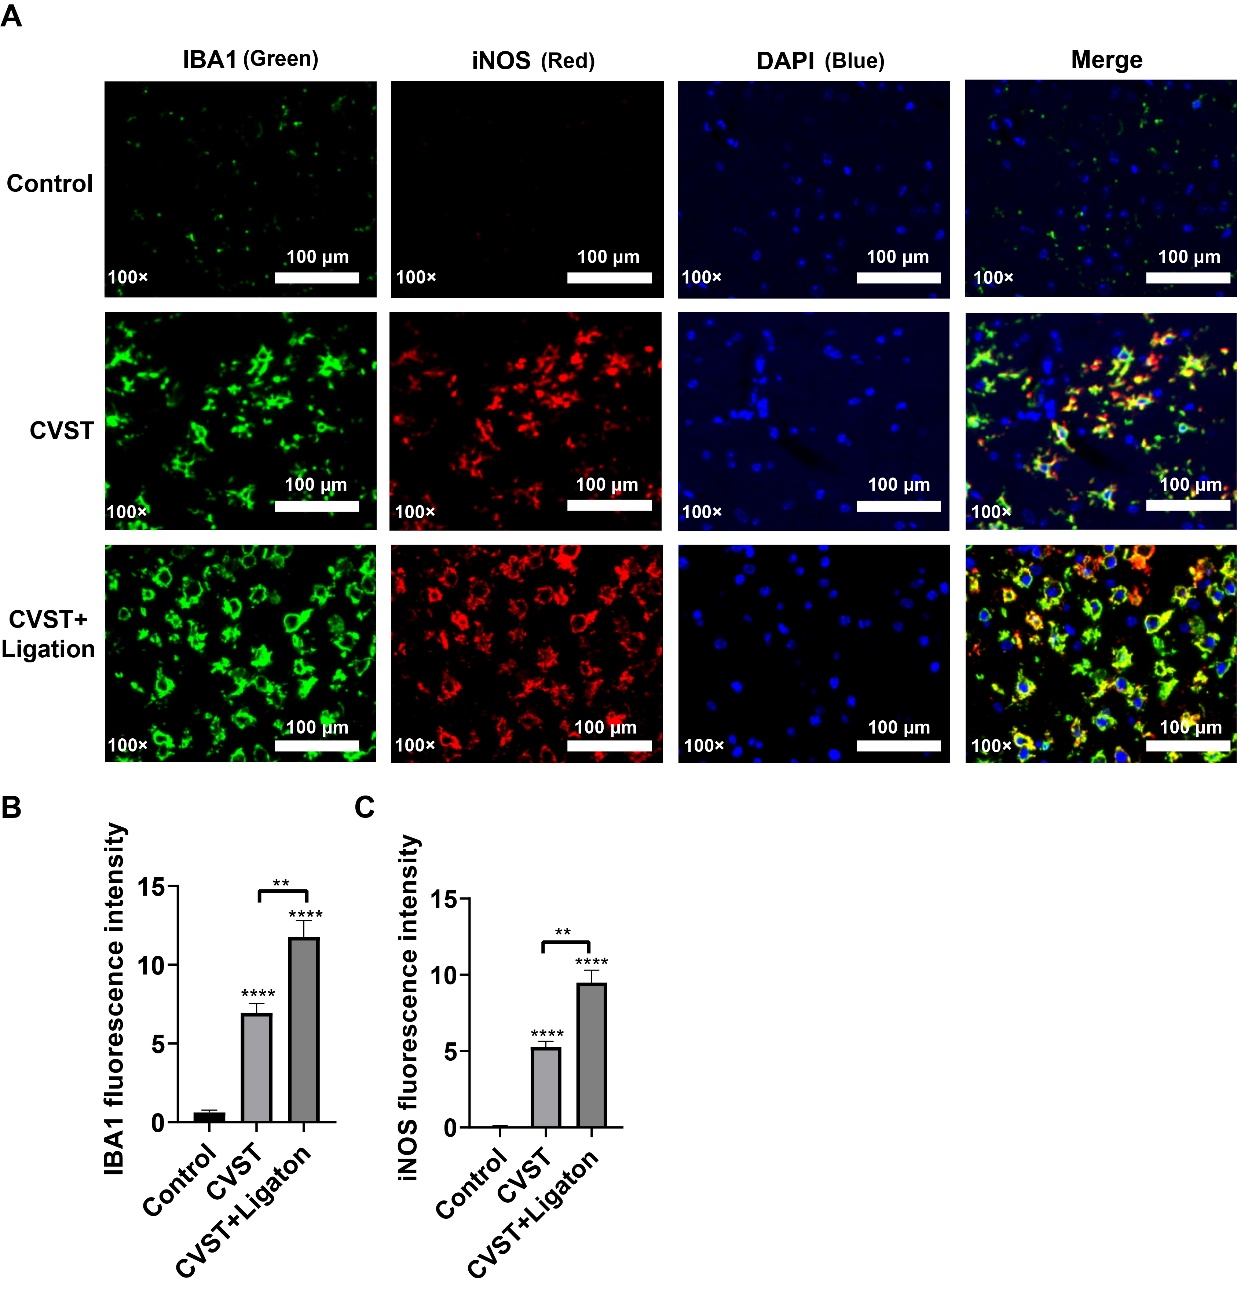

**Supplementary Fig.2 mLVS dysfunction exacerbates neuroinflammatory responses in CVST.**

A: Immunofluorescence staining of IBA1 and iNOS co-expression in mouse brain tissue (n=5). Increased fluorescence intensity of IBA1 and iNOS was observed in the CVST group, indicating activation of post-CVST neuroinflammation, which was further enhanced in the CVST+Ligation group, suggesting that lymphatic dysfunction exacerbated neuroinflammatory responses. IBA1 is shown in green, iNOS in red, and nuclei are counterstained with DAPI (blue). The scale bars represent 100 μm.

B-C: Quantification of IBA1 and iNOS fluorescence intensity from (A) using ImageJ. Statistical analysis was performed using unpaired t-test in GraphPad Prism 8. ***P*<0.01，*****P*<0.0001.

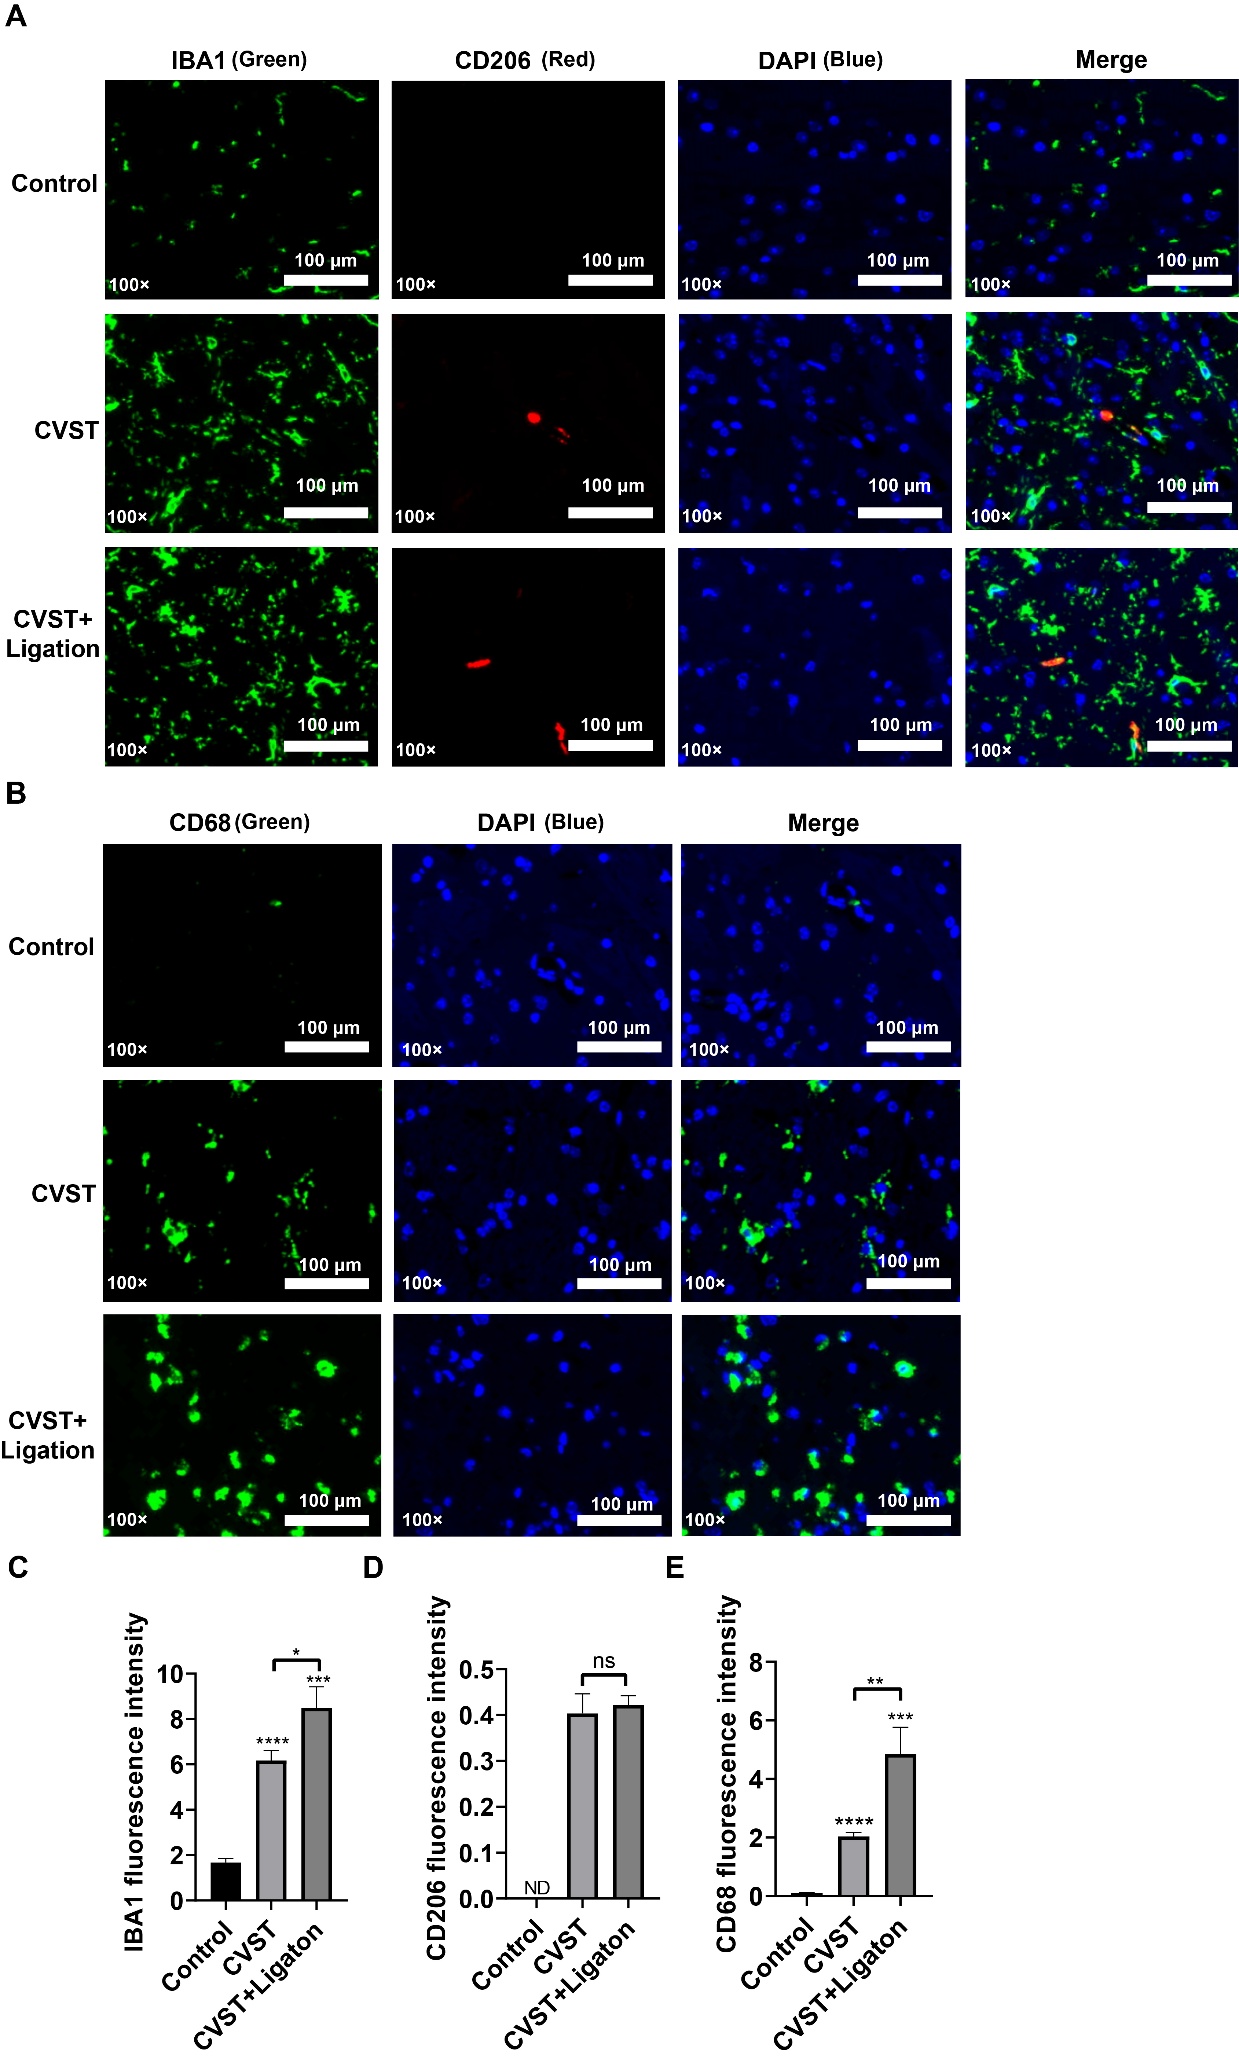

**Supplementary Fig.3 mLVs dysfunction exacerbates neuroinflammatory responses in CVST.**

A: Immunofluorescence staining of IBA1 and CD206 co-expression in mouse brain tissue (n=5). Increased fluorescence intensity of IBA1 and CD206 was observed in the CVST group, indicating activation of post-CVST neuroinflammation, which was further enhanced in the CVST+Ligation group, suggesting that lymphatic dysfunction exacerbated neuroinflammatory responses. IBA1 is shown in green, CD206 in red, and nuclei are counterstained with DAPI (blue). The scale bars represent 100 μm.

B: Immunofluorescence staining of CD68 in mouse brain tissue (n=5). Fluorescence intensity was increased in the CVST group, indicating neuroinflammatory activation after CVST, and was further enhanced in the CVST + Ligation group, suggesting that lymphatic dysfunction exacerbates neuroinflammation. CD68 is shown in green; nuclei are counterstained with DAPI (blue). Scale bars: 100 μm.

C-E: Quantification of IBA1 CD26 and CD68 fluorescence intensity from (A-B) using ImageJ. Statistical analysis was performed using unpaired t-test in GraphPad Prism 8. **P*<0.05，***P*<0.01，****P*<0.001 and *****P*<0.0001. ND: Not detected. ns: not significant
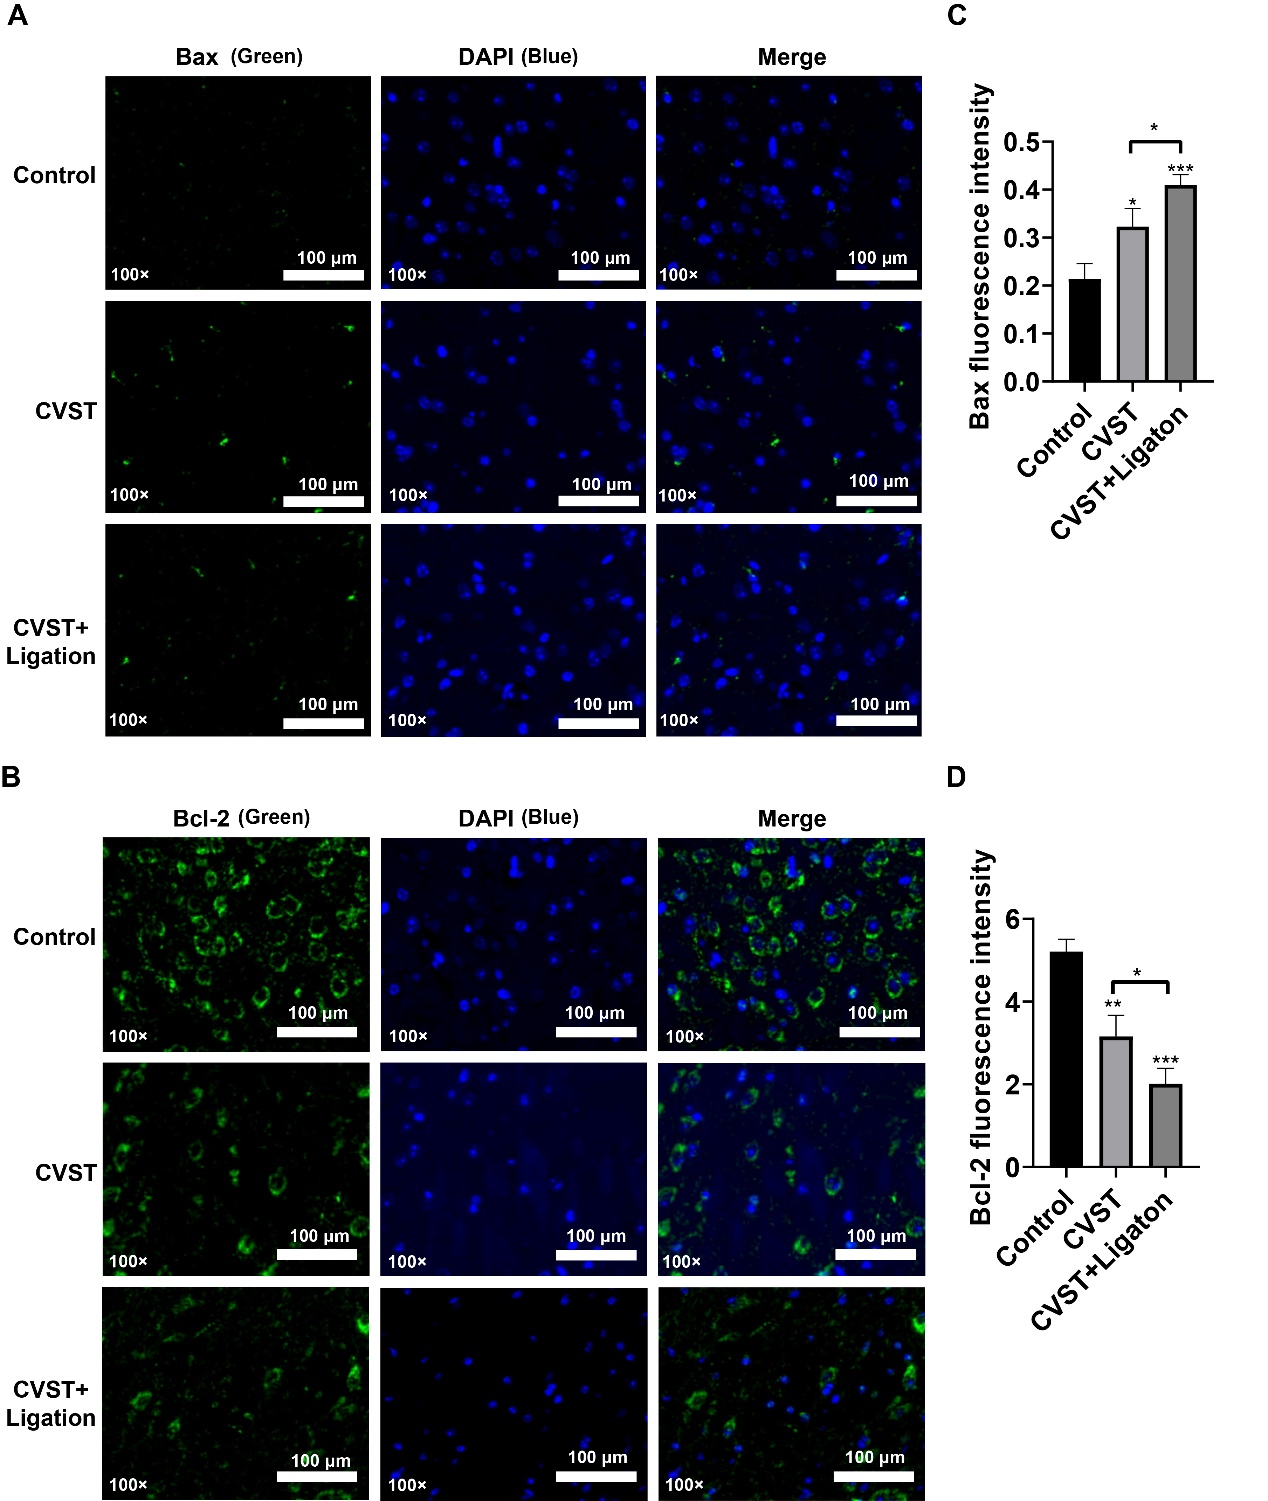

**Supplementary Fig.4 mLVs dysfunction exacerbates CVST-induced apoptosis.**

A: Immunofluorescence staining of Bax expression in mouse brain tissue (n=5). Bax fluorescence intensity was increased in both groups, with a more pronounced elevation in the CVST+Ligation group. Bax is shown in green; nuclei are counterstained with DAPI (blue). Scale bars: 100 μm.

B: Immunofluorescence staining of Bcl-2 expression in mouse brain tissue (n=5). Bcl-2 fluorescence intensity was decreased in both groups, with a more significant reduction in the CVST+Ligation group. These findings further demonstrate that CVST promotes apoptosis, which is exacerbated by lymphatic dysfunction in CVST mice. Bcl-2 is shown in green; nuclei are counterstained with DAPI (blue). Scale bars: 100 μm.

C-D: Quantification of Bax and Bcl-2 fluorescence intensities from (A) and (B) using ImageJ. Statistical analysis was performed using unpaired t-test in GraphPad Prism 8. **P*<0.05，***P*<0.01 and ****P*<0.001。

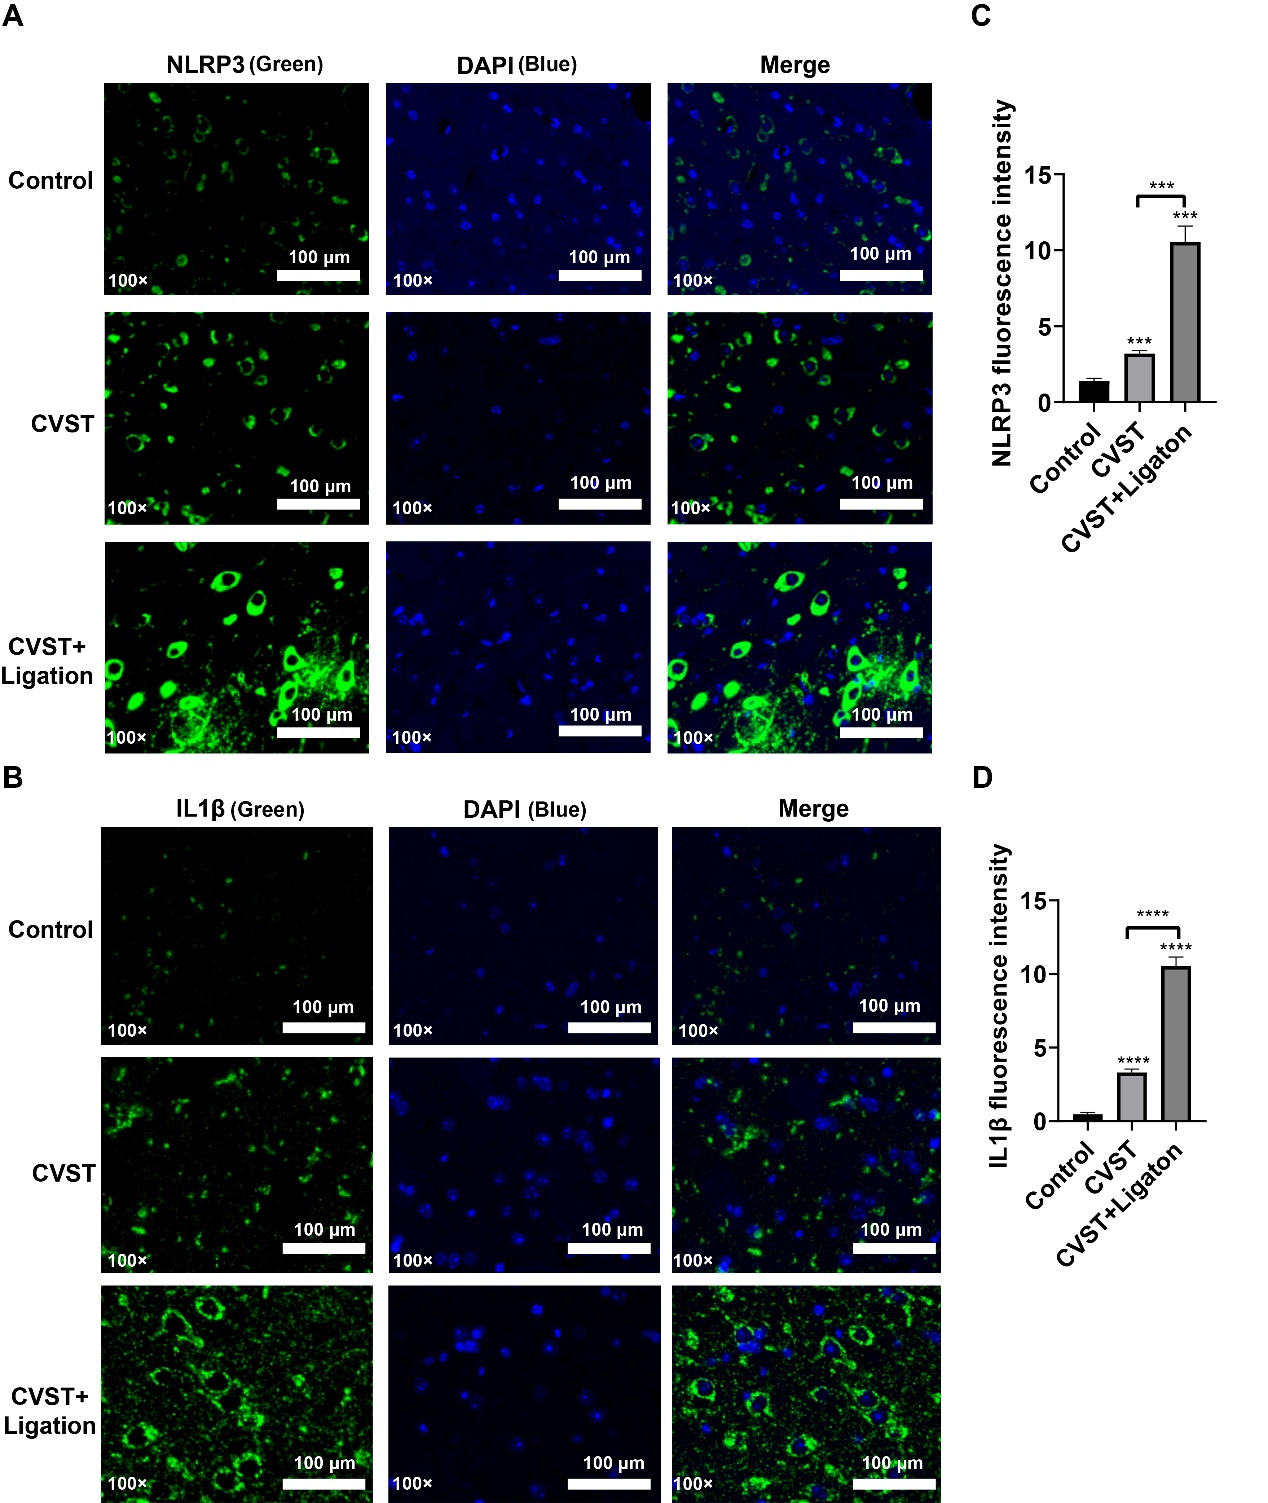

**Supplementary Fig.5 mLVs dysfunction exacerbates CVST-induced pyroptosis.**

A: Immunofluorescence staining of NLRP3 in mouse brain tissue (n=5). NLRP3 fluorescence intensity was increased in both groups, with a more pronounced elevation in the CVST+Ligation group. NLRP3 is shown in green; nuclei are counterstained with DAPI (blue). Scale bars: 100 μm.

B: Immunofluorescence staining of IL-1β in mouse brain tissue (n=5). IL-1β fluorescence intensity was enhanced in both groups, with a more significant increase in the CVST+Ligation group. These findings further demonstrate that CVST promotes microglial pyroptosis, which is markedly exacerbated by lymphatic dysfunction. NLRP3 is shown in green; nuclei are counterstained with DAPI (blue). Scale bars: 100 μm.

1. D: Quantification of NLRP3 and IL-1β fluorescence intensities using ImageJ. Statistical analysis was performed using unpaired t-test in GraphPad Prism 8. ****P*<0.001 and *****P*<0.0001。

| **Primer** | **Sequence** |
| --- | --- |
| **GFAP-Forward** | **5' TGGAGAGAAAGGTTGAATCGCT 3'** |
| **GFAP-Reverse** | **5' ACCGATACCACTCCTCTGTCTCTT 3'** |
| **CHOP-Forward** | **5'CACATCCCAAAGCCCTCG3'** |
| **CHOP-Reverse** | **5'TGGGCACTGACCACTCTGTTT3'** |
| **PUMA-Forward** | **5'CACCAGCCCAGCAGCACTT3'** |
| **PUMA-Reverse** | **5'TGAGGTCGTCCGCCATCC3'** |
| **ATF4-Forward** | **5'GGCCATCTCCCAGAAAGTTTAAT3'** |
| **ATF4-Reverse** | **5'AATGTAAGCAGCAGAGTCAGGC3'** |
| **Caspase12-Forward** | **5'AGCACCAGTCCTCAGACAGCAC3'** |
| **Caspase12-Reverse** | **5'GGGTTTGTTTCTCAGACTCCGA3'** |
| **IL1β-Forward** | **5'GAAGGGCTGCTTCCAAACCT3'** |
| **IL1β-Reverse** | **5'GCTTCTCCACAGCCACAATG3'** |
| **TNFα-Forward** | **5'CTCTTCTCATTCCTGCTTGTGG3'** |
| **TNFα-Reverse** | **5'CTCCACTTGGTGGTTTGTGAGT3'** |
| **IL17-Forward** | **5'CTCAGACTACCTCAACCGTTCC3'** |
| **IL17-Reverse** | **5'CTTTCCCTCCGCATTGACAC3'** |
| **IL10-Forward** | **5'GACAACATACTGCTAACCGACTC3'** |
| **IL10-Reverse** | **5'GCCGCATCCTGAGGGTCT3'** |
| **IL6-Forward** | **5'CTTCCATCCAGTTGCCTTCTTG3'** |
| **IL6-Reverse** | **5'CTCATTTCCACGATTTCCCAGA3'** |

**Supplementary Tab.1 The *PCR primer sequences***

How the deposited data were processed for this re-analysis (not part of the article)

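RNA from the brains of 9 mice, 3 in each of the CVST, CVST+Ligation and 4-PBA groups, was sequenced on day 2 after modelling. Samples were assigned to groups by the names in their labels, which match the group names of the paper. According to the methods, the authors filtered the reads with fastp, aligned them with HISAT2 in its orientation mode, assembled transcripts with StringTie and quantified expression with RSEM as TPM. The versions of these programs, the genome build and the annotation are not named in the paper's text. The authors deposited counts, the whole number of reads counted for each of 20731 gene symbols in each library, without normalization. They also deposited expression values which the methods describe as TPM and which are FPKM. Each FPKM value above 0 in the table the authors deposited equals the count divided by the library's total count and by a single length per gene, up to the scale of the unit. The lengths recovered in this way for 17446 genes are whole numbers (largest relative error 4.7e-16). The FPKM columns sum to 780195 to 879696, whereas TPM columns would all have the same sum. The program that counted the reads, and its handling of reads that match several genes, is not stated, so genes with near-identical copies and genes that overlap on opposite strands have uncertain counts.

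The counts were analysed in R 4.3.3 with edgeR 4.0.16. Library sizes were scaled by the TMM method, and filterByExpr with the groups kept 14746 genes. Of the others, 3285 had 0 counts in every library. A quasi-likelihood model with the 3 groups and no covariates was fitted to all libraries, so that the groups share 1 estimate of the spread, and the groups were compared as contrasts of this fit. The paper's text names no tool for its own comparison, and states a threshold of P < 0.05 for its statistics in general. Genes were counted at an unadjusted p below 0.05, where the volcano plots of the paper draw their line, and after Benjamini-Hochberg adjustment over all genes tested. Values per gene are CPM on the TMM scale, with the SD over 3 libraries, and log2 fold changes with the standard error of the model. Within groups, log2 CPM values of the libraries correlated across genes with r between 0.946 and 0.982. The chi-square statistic of the counts of any such pair was at least 24.2 times its degrees of freedom, so no library repeats another of its group. The depth sets a floor of 3 counts, and folds against a group at or under it are given as lower bounds. Floors cover counting error only.

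Gene sets were tested with 22 lists of core genes, holding 17 to 233 tested genes each. They were written by hand for the pathways and processes the paper names, and the KEGG and GO collections were not used here. Over-representation of the genes with an unadjusted p below the threshold was tested with a one-sided Fisher's exact test against all genes tested. Shifts of whole lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, and both were adjusted over the lists by Benjamini-Hochberg. The genes named in the text are those the paper names, the 5 genes with the smallest p in each direction whose groups do not overlap, and the 3 genes with the smallest p in a gene set. Genes named outside this rule, all in the closing section or as members of lists of tissues, were chosen after their values were seen. Lists of genes that mark brain regions or other tissues were compared with 10000 random lists matched on mean expression, drawn with a fixed seed. Genes were drawn singly, while the genes of a list can move together in single mice. These permutation p-values therefore do not measure the spread between mice. Plots were drawn with matplotlib 3.10.9.

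Each step was tested on simulated data. Counts for the 14746 tested genes were drawn from the means, spreads and library sizes of these libraries, and 14625 genes passed the filter again. Changes were given to 200 genes above a minimum mean expression. Genes were drawn independently, without tissue content that moves many genes of a library together. The rates below therefore need not hold for the real libraries. At an adjusted p below 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment recovered 57% of the changed genes, 30% of those changed 2-fold and 84% of those changed 4-fold, and 2.56% of its 117 calls were false. DESeq2 recovered 74%, with 20% of its 185 calls false. In a comparison without changed genes, 4.47% of genes had an unadjusted p below 0.05 with edgeR.

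The alternatives were DESeq2's size factors or total counts in place of TMM, DESeq2 1.42.0 in place of edgeR, all genes with at least 1 count or only genes with at least 10 counts in every library, and a model of only the groups compared. Further alternatives were the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1), and each library left out in turn. The limma alternative had been planned for TPM values and was run on the FPKM values. The pairing for the block comes from the replicate numbers in the sample labels. For gene sets, only genes with an adjusted p below the threshold, or an inter-gene correlation estimated for each list, were tried. These designs, alternatives, gene sets and most tissue lists were fixed before the data were examined. A correction for gene length, the gene sets without the genes of the region lists, and the lists of midbrain, brainstem and sensory ganglion genes were added after seeing the data. Every split of the 6 libraries of a comparison into equal groups was refitted, 10 in all, and the real split was set against the 4 that part all same-numbered libraries. The comparison of thrombosis with sham surgery and the measurements other than RNA sequencing were not analysed here.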

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

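The tests of region lists, other tissues, single libraries, library size and splits at an adjusted p were set in advance for the comparisons the paper makes. All tests of the 4-PBA group against the CVST group, of gene length, of splits at an unadjusted p, of the mean change of single blood, meningeal and muscle lists, of gene sets without region genes, and of the midbrain, hypothalamic, cerebellar and immediate early genes were chosen only after the result was seen.

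The paper does not report a comparison of the 4-PBA group with the CVST group. There, 18 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 14 higher and 4 lower in the 4-PBA group, and 2271 had an unadjusted p below 0.05. The groups did not overlap in 23.7% of the genes tested, where chance gives 10%. All 18 changed in the same direction between the CVST+Ligation and CVST groups, each with an unadjusted p below 0.05. Both comparisons contain the same CVST mice, so such agreement is partly built in. Of all 959 genes with an unadjusted p below 0.05 in both, 958 changed in the same direction. Of the 18 genes, 9 belong to lists of brain region genes, and only Slc18a2 passed in each of the 6 fits that left out 1 library. The real split was 1 of 4 splits that part the same-numbered libraries with as many genes at an adjusted p, and 1 of 4 with as many at an unadjusted p. No other of all 10 splits gave any gene at an adjusted p, while the largest number at an unadjusted p was 1122. With 4 splits the share cannot fall below 0.05. The other 6 splits part only 1 same-numbered pair. Total counts were larger in the 4-PBA library in 5 of 9 pairs, the calls at an unadjusted p changed by at most 1.5 times when 1 library was left out, and 2632 genes were called after the correction for gene length. Lists of blood, meningeal and muscle genes held 8 called genes of 49 (permutation p = 0.45 against random lists matched on expression). By its mean, though, the list of meninges and fibroblasts moved up as a whole, by a mean log2 fold change of 1.08 with 16 of 16 genes higher (permutation p = 1e-04, the smallest the permutations can give, and 3e-04 after Benjamini-Hochberg adjustment over the lists), so that meningeal RNA is not excluded. Smooth muscle and pericyte genes also rose, by a mean of 0.50 (0.027 adjusted). The lists of brain regions, without the midbrain lists, held 41 of 104, where 16.2 were expected (permutation p = 1e-04, the smallest the permutations can give). Different brain regions, and meninges or vessels, in the dissected pieces may therefore account for part of this difference, and an effect of ligation or 4-PBA cannot be told apart from that.

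The region lists held more called genes than matched lists in the paper's comparisons too. Between the CVST+Ligation and CVST groups they held 44 of 104 where 10.7 were expected (permutation p = 1e-04), and between the 4-PBA and CVST+Ligation groups 38 where 4.5 were expected (permutation p = 1e-04), both p the smallest the permutations can give. The number of called genes in blood, meningeal and muscle lists had a permutation p of 0.53 in the first comparison and 0.53 in the second. The mean of the meningeal list rose in both, by 0.72 with 16 of 16 genes higher in the first (permutation p = 0.0023, 0.0048 after Benjamini-Hochberg adjustment over the lists) and by 0.36 with 12 higher in the second (permutation p = 0.0044, 0.0085 adjusted). As the mean log2 deviation from all libraries it stood at -0.78, 0.00 and -0.81 in the CVST mice, 0.15, 0.84 and -0.66 in the ligated mice and 0.38, 1.12 and -0.25 in the 4-PBA mice, so that the groups overlapped. Among the other lists of this kind, red blood cell genes changed by a mean of 0.57 in the first (0.039 adjusted) and -0.63 in the second (0.0083 adjusted), and neutrophil genes by 0.82 in the second (0.049 adjusted). Single mice of the groups overlapped in each of these, and the permutation p does not measure the spread between mice. A different share of meninges or blood is therefore not excluded in either comparison. The larger total count lay with the CVST+Ligation library in 4 of 9 pairs in the first and with the 4-PBA library in 5 of 9 in the second. Leaving out 1 library changed the number of genes at an unadjusted p by at most 1.18 times in the first and 3.14 times in the second. The larger change came without replicate 2 of the CVST+Ligation group, which lay at 52.8 on the first principal component against -2.46 and -10.7 for the other ligated mice. After the correction for gene length 1473 and 509 genes were called. As many genes at an adjusted p as in the real split were found in 1 of 4 comparable splits in the first comparison. In the second, where the real split gave 0 genes at an adjusted p and 476 at an unadjusted p, it was 4 of 4. Without the genes of the region lists, the gene sets over-represented went from 10 to 8 in the first comparison and from 6 to 5 in the second, and those shifted from 6 to 4 and from 4 to 4. In Fisher's exact test the Benjamini-Hochberg adjusted p of neuron migration rose to 0.387 and that of neuropeptides to 0.176 in the first, and that of axon guidance to 0.34 in the second. Camera's adjusted p by Benjamini-Hochberg went from 0.036 to 0.723 for neuron migration and from 0.036 to 0.129 for learning in the first, and from 2.75e-10 to 0.123 for neuropeptides in the second, while learning became shifted down there (0.453 to 0.0146). What the dissected pieces contained remains a candidate explanation for the lists named next.

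Genes of midbrain dopamine neurons, which the paper does not discuss, were higher after ligation. Their mean log2 fold change between the CVST+Ligation and CVST groups was 3.36 over 20 genes, of which 18 rose. As the mean log2 deviation from the average of all libraries, the list stood at -1.63, -1.63 and -1.83 in the CVST mice, 0.71, 0.81 and 0.53 in the ligated mice and 1.04, 0.93 and 1.08 in the 4-PBA mice. Over the 12 genes of the list that had not been seen among the called genes when it was written, the mean log2 fold change was 2.10 (permutation p = 1e-04 against matched lists). Between the 4-PBA and CVST groups it was 2.37 (permutation p = 1e-04). Both p are the smallest the permutations can give, and both were 3e-04 after Benjamini-Hochberg adjustment over the lists. A candidate explanation is that the pieces from the CVST+Ligation and 4-PBA mice held more midbrain than those from the CVST mice. Other region lists moved as well. After ligation 17 of 18 thalamic genes were higher (mean log2 fold change 1.6). Of the striatal genes 0 of 18 were higher (mean -2.06), and of the cortical genes 1 of 20 (mean -0.61). Opposite shifts of several regions at once argue for different tissue in the pieces. The design has no other region of the same mice, so an added rise caused by ligation cannot be told apart from more midbrain.

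Hypothalamic genes were higher with 4-PBA than after ligation alone, with a mean log2 fold change of 3.2 over 14 genes, 13 of which rose. Their permutation p was 1e-04 against matched lists, the smallest the permutations can give, and 0.00034 after Benjamini-Hochberg adjustment over the lists. The list stood at -1.98, -2.40 and -0.72 in the CVST mice, -1.34, -0.53 and -0.12 in the ligated mice and 2.17, 2.96 and 1.96 in the 4-PBA mice. It contains Hcrt, Pomc and Pmch, which are also the 3 genes with the smallest p in the list of neuropeptides and hormones. The 4-PBA pieces may have held more hypothalamus. An effect of 4-PBA on hormone genes cannot be told apart from this.

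Replicate 2 of the CVST+Ligation group was far from the other libraries in cerebellar genes, with a mean log2 deviation of 3.73 against -1.15 to 0.36 in the 8 other libraries. Of 11 genes of the list, 11 were highest in this library. The groups differed too, with -1.15 to -0.89 in the CVST mice, -0.42, 3.73 and 0.36 in the ligated mice and -0.23, -0.41 and 0.01 in the 4-PBA mice, so that every ligated and every 4-PBA mouse was above every CVST mouse (exact permutation p = 0.1 for each, the smallest that 3 mice against 3 allow). After ligation 11 of 11 genes were higher. More cerebellum in this piece is a candidate explanation for its distance from the other libraries. The smaller difference between the groups cannot be told apart from what the pieces contained.

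Immediate early genes were lower after ligation. Camera gave an adjusted p of 7.63e-10 by Benjamini-Hochberg over the gene sets, the median log2 fold change was -0.80 over 31 genes, and 14 of 15 called genes were lower. The list stood at 1.15, -0.37 and 1.05 in the CVST mice and -0.25, -0.72 and 0.17 in the ligated mice, so that replicate 2 of the CVST group lay below 2 ligated mice. With the inter-gene correlation estimated from the list, the p was 0.0999. These genes may move together in single mice, and a lower activity after ligation cannot be told apart from that.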

How the results depend on the processing

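The correction for gene length and the gene sets without region genes were chosen after seeing the data, and the other alternatives in advance. The number of genes at an unadjusted p below 0.05 stayed within 1.5 times its value in all alternatives that used every library. It was 1183 to 1765 between the CVST+Ligation and CVST groups, 360 to 570 between the 4-PBA and CVST+Ligation groups and 2030 to 2644 between the 4-PBA and CVST groups. Without 1 library the range was 256 to 1497 between the 4-PBA and CVST+Ligation groups.

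The numbers at an adjusted p depended on the setting. Between the CVST+Ligation and CVST groups, 3 genes passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 264 with DESeq2, 13 with limma on log2(FPKM + 0.1), 1 with only the 2 groups compared and 0 among genes with at least 10 counts in every library, where 1268 passed unadjusted. Across the fits that each left out 1 library the number went from 0 to 7. Between the 4-PBA and CVST+Ligation groups 22 passed with DESeq2, 2 with limma on log2(FPKM + 1) and from 0 to 2 with 1 library left out, against 0 (and 476 unadjusted). Between the 4-PBA and CVST groups the number was 18 with edgeR and 855 with DESeq2, 112 with no filter, 6 with at least 10 counts in every library, 234 with only the 2 groups, 87 and 134 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), and 150 with the correction for gene length. It went from 2 to 162 with 1 library left out. DESeq2's calls there included all 18 genes. On the simulated data, whose genes were drawn independently, 20% of DESeq2's calls and 2.56% of edgeR's were false. These rates need not hold for the real libraries, and otherwise the cause was not tested.

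Same-numbered libraries deviated together with a mean r of 0.085 over 9 pairs, against -0.0436 over 18 pairs of different number, and they are different mice. With the replicate block, 1 gene passed an adjusted p between the CVST+Ligation and CVST groups, 1, Hcrt, between the 4-PBA and CVST+Ligation groups, and 25 between the 4-PBA and CVST groups. In that fit 8 and 5 gene sets were over-represented in the paper's comparisons and 4 in each were shifted.

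Scaling by total counts in place of TMM moved the median log2 fold change of all genes by 0.04, 0.03 and 0.07 in the 3 comparisons. Between the CVST+Ligation and CVST groups 56.7% of the genes at an unadjusted p were higher, against 65.4% with total counts, 59.9% and 62.1% with limma at the larger and the smaller pseudocount, and 47.6% after the correction for gene length. Between the 4-PBA and CVST+Ligation groups the share was 56.1%, against 66.1%, 72.4%, 71% and 45.6% in the same order, 50% with only the 2 groups and 50.3% with at least 10 counts in every library. Between the 4-PBA and CVST groups the share was 52.4%, against 65.1%, 65%, 65.9% and 37.8% in the same order.

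Over-represented gene sets numbered 8 to 10 after ligation and 5 to 8 with 4-PBA over all settings but 1. With only genes at an adjusted p, 0 sets were over-represented after ligation (1 at an unadjusted p), and with 4-PBA this could not be run because no gene passed. Shifted sets fell from 6 to 0 after ligation and from 4 to 0 with 4-PBA once the inter-gene correlation was estimated for each set (1 and 1 at an unadjusted p), and numbered 7 with 4-PBA among genes with at least 10 counts in every library. With 1 library left out they went from 3 to 7 after ligation and from 2 to 7 with 4-PBA. Adjusted over the list alone, 1 marker of the paper passed after ligation with only the 2 groups compared, and from 0 to 1 with 1 library left out. The correlation between both comparisons across genes, 0.198 with the ligated mice kept apart, was -0.0851 with the same 3 ligated mice in both, where data simulated without any change gave -0.469.

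Among 94 log2 fold changes of named genes, DESeq2 changed 35 calls, all to an adjusted p below 0.05, and DESeq2's size factors none. The replicate block changed 4 directions, limma on log2(FPKM + 1) 4, total counts 1 and leaving out a library 27. The model of only the 2 groups, which covered 92 log2 fold changes, and the block each lost 2 calls. Limma on log2(FPKM + 1) gained 2 calls and the block 1. All reversals belong to markers the paper names that did not pass an adjusted p. Limma reversed Il18 after ligation (0.0698) and with 4-PBA Eif2s1 (0.0317), Casp12 (0.0901) and Gfap (-0.22). The block reversed Mrc1 after ligation (0.11) and with 4-PBA Eif2s1 (0.00365), Casp12 (0.18) and Gfap (-0.0981). Total counts reversed Eif2s1 with 4-PBA (0.0254). With 1 library left out, the value farthest in the opposite direction after ligation was Hspa5 -0.0557, Atf6 0.0111, Txnip -0.0928, Casp12 -0.59, Bbc3 0.0663, Bcl2 -0.15, Nlrp3 -0.18, Il18 0.30, Gfap 0.0879, Nos2 -0.14, Mrc1 1.33 and Lyve1 -0.10. With 4-PBA it was Atf4 0.0643, Eif2ak3 0.0358, Eif2s1 0.14, Casp12 0.93, Bbc3 0.0894, Bax -0.0145, Bcl2 -0.12, Nlrp3 -0.22, Il1b -0.85, Gfap -0.95, Aif1 -0.25, Nos2 0.28, Cd68 -0.0424, Mrc1 -0.43 and Lyve1 -0.17. The cause was not tested.

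The depth limits genes near the floor. Il6, Tnf, Il10 and Il17a had 40, 23, 3 and 0 counts in all libraries together, too few to be tested, and the stricter filter removed 1379 genes.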

Differences from the paper's values

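No alternative in this part was chosen after the result was seen. The gene set values of each alternative, however, were added while this section was being written, to check which lists pass. The paper shows its comparison of the CVST+Ligation and CVST groups as a volcano plot. There the largest rise lies at about 6 in Fig. 4E, read by eye, and at 9.83 here on the log2 scale (standard error 2.18). The latter is the fitted value of Mab21l2, which had 0 counts in every CVST library, so that only a lower bound is shown. The mean rise was at least 36.6-fold. The ligated libraries held 17 to 268 counts, so this bound leans on the highest of them. Of the alternatives set before the data were examined, genes with at least 10 counts in every library (5.34) and limma on log2(FPKM + 0.1) (6.35) fell within the paper's value by their standard errors, and the others did not. The largest fall lies at about -9 in Fig. 4E and at -6.33 here (standard error 1.74). It is the fitted value of Ccl3, which had 0 counts in every CVST+Ligation library and was at least 3.2-fold lower there in the mean. The CVST libraries held 1 to 23 counts, so this bound leans on the highest of them. The fitted value was -7.44 without replicate 2 and -7.71 without replicate 3 of the CVST+Ligation group, within the paper's value by its standard error, and farther from it than that in the other alternatives. These values belong to Chil3 and Lhx8, which also had 0 counts in the ligated libraries used. A value fitted over 0 counts only bounds the change, so the size of either difference from the figure is not established. The largest -log10 p lies at about 10 in Fig. 4E and at 6.64 here. It came within 1.5 times of the paper's with no filter (7.03), with limma on log2(FPKM + 0.1) (6.96) and without replicate 2 (7.28) or 3 (6.87) of the CVST+Ligation group. DESeq2 gave 33.5, above the paper's value by more than that, and the other alternatives lay below it by more than that. For the 4-PBA and CVST+Ligation groups, the largest -log10 p lies at about 11 in Fig. 4H and at 5.12 here. DESeq2 gave 9.52, and none of the other alternatives closed the gap.

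The paper lists PI3K-Akt, MAPK, FoxO and AGE-RAGE signaling among the pathways enriched after ligation. Here the Fisher's exact test with Benjamini-Hochberg adjustment gave an adjusted p of 1, 1, 0.494 and 1 for these lists. Over the alternatives tried for gene sets it ranged from 0.143 to 1 for PI3K-Akt, 0.113 to 1 for MAPK, 0.0155 to 1 for FoxO and 0.292 to 1 for AGE-RAGE. FoxO signaling passed in the fits without replicate 3 of the CVST group (0.0155) and without replicate 3 of the CVST+Ligation group (0.0259), and none of the other lists named passed this test in any alternative. The paper takes FoxO and AGE-RAGE signaling as signs of oxidative stress and of a defense against it. As a shift of the whole list, glutathione metabolism passed camera's Benjamini-Hochberg adjusted p as a rise without replicate 3 of the CVST group (0.0361, 0.0361 to 0.959 over the alternatives), and the antioxidant and NRF2 list as a fall without replicate 2 of the CVST+Ligation group (0.0273, 0.0273 to 0.954 over the alternatives). For the 4-PBA and CVST+Ligation groups the paper lists glutathione metabolism, PI3K-Akt, MAPK and inflammation. The same test gave 0.386 for glutathione metabolism (0.25 to 0.945 over the alternatives), 0.873 for PI3K-Akt (0.173 to 0.993 over the alternatives), 0.491 for MAPK (0.0726 to 0.662 over the alternatives) and 0.156 for cytokines (0.146 to 0.712 over the alternatives). None of them passed this test in any alternative. Among the lists of inflammation, reactive astrocytes (0.872 with all mice) passed it without replicate 1 (3.66e-05) and without replicate 3 (8.15e-05) of the 4-PBA group, and microglial and macrophage activation (0.873 with all mice) without replicate 1 (0.00146), with adjusted p up to 0.868 and 1 over the alternatives. As a shift of the whole list, both moved up with all mice, with a Benjamini-Hochberg adjusted camera p of 2.76e-05 for microglial and macrophage activation (2.57e-12 to 0.734 over the alternatives) and 0.0215 for reactive astrocytes (1.4e-11 to 0.734 over the alternatives). Both moved down without replicate 3 of the 4-PBA group (0.356 and 0.000538). Glutathione metabolism passed camera's Benjamini-Hochberg adjusted p as a rise among genes with at least 10 counts in every library (0.0445) and without replicate 2 of the CVST+Ligation group (0.00608). Cytokines passed it without replicate 1 of the 4-PBA group (0.00185), and inflammasome and pyroptosis genes passed it there (0.013) and among genes with at least 10 counts in every library (0.0119), each as a rise. Adjusted p of the shift went up to 0.808 for glutathione, 0.902 for cytokines and 0.777 for inflammasome genes over the other alternatives. The lists used here were written by hand and are not those of the paper.

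The paper states that ligation activates transcription of ER stress and apoptosis genes beyond CVST alone, and shows higher CHOP, PUMA, ATF4 and Caspase-12 by RT-qPCR in Fig. 5A-D. In the RNA sequencing libraries the log2 fold changes between the CVST+Ligation and CVST groups were -0.25 for Ddit3, -0.06 for Bbc3, -0.28 for Atf4 and 0.41 for Casp12, with standard errors of 0.14, 0.34, 0.18 and 0.55. It was 0.02 (standard error 0.15) for Hspa5, whose protein GRP78 is higher in Fig. 6. None of the 22 markers tested passed an adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3 had an unadjusted p below 0.05. The paper shows a fall of CHOP, PUMA, ATF4 and Caspase-12 with 4-PBA in Fig. 7A-D. Here Ddit3 changed by -0.14, Bbc3 by -0.09, Atf4 by -0.07 and Casp12 by -0.09, each within about 1 standard error of 0. GRP78 protein falls with 4-PBA in Fig. 8, and Hspa5 rose by 0.12 (standard error 0.15). GFAP is higher after ligation in Fig. 3, and Gfap had a log2 fold change of -0.23 (standard error 0.52). IBA1 and CD68 are higher after ligation in Supplementary Figures 2 and 3, while Aif1 changed by -0.76 and Cd68 by -0.78. With only the 2 groups compared, Cd68 passed an adjusted p over the markers alone, as a fall. The paper's values here come from RT-qPCR, Western blots and staining. The methods set 3 mice per group aside for sequencing, so these values belong to other mice. The sequenced groups also differed in lists of brain region genes. On simulated data edgeR's test recovered 30% of the genes changed 2-fold at an adjusted p below 0.05. A marker that did not pass is therefore not shown to be unchanged, and the paper's measurements are not refuted.

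The paper describes a reversal of secretion-related expression by 4-PBA. Between the CVST+Ligation and CVST groups the neuropeptide and hormone list had a median log2 fold change of -0.01 and a camera adjusted p of 0.404 by Benjamini-Hochberg. Over the alternatives the adjusted p ranged from 0.05 to 0.954. It was 0.05 among genes with at least 10 counts in every library, 0.0546 without replicate 2 of the CVST group and 0.072 without replicate 3 of the CVST+Ligation group, each as a fall, while the list rose without replicate 3 of the CVST group (0.52). It was over-represented among the called genes (Fisher's exact test, adjusted p = 0.0323 by Benjamini-Hochberg, 0.0152 to 1 over the alternatives), and 5 of its 11 called genes rose.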

Other observations

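All tests in this part were chosen only after the result was seen, apart from the lists of thalamic, striatal, cortical, choroid plexus and microglial genes.

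Other splits of the same libraries were counted for each result. Among the 4 splits of the CVST and CVST+Ligation libraries that part the same-numbered ones, the real split alone (1 of 4) reached 1422 genes at an unadjusted p. It alone reached 10 over-represented gene sets (1 of 4) and 6 shifted ones (1 of 4). For the markers the paper names, 4 of 4 splits gave as many, since all gave 0. Of all 10 splits, 6 part only 1 same-numbered pair. 1 of these 6 gave 6 genes at an adjusted p and 1530 at an unadjusted p, more than the real split, and the most shifted sets among them were 9. For the 4-PBA and CVST+Ligation libraries, 2 of 4 splits reached 476 genes at an unadjusted p, 2 reached 6 over-represented sets and 3 reached 4 shifted sets. For the markers, 4 of these 4 splits reached the 0 that passed, where 1 had an unadjusted p below 0.05. Of all 10 splits, with the real one, 6 reached 476 genes, 5 reached 6 over-represented sets and 7 reached 4 shifted sets. The largest numbers in another split were 1739 genes, 9 over-represented sets and 12 shifted sets. So few splits cannot give a share below 0.05, and a grouping by chance cannot be excluded.

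In replicate 2 of the 4-PBA group, Scn10a, a sodium channel gene of sensory neurons, had 120 CPM, while the next library had 1.73. Of 7 tested genes of sensory ganglia and peripheral myelin in a list written after that, 7 were highest in this library, with a mean log2 deviation of 5.52 against 0.26 in the next. A piece of sensory ganglion in this sample is a candidate explanation, and no biological explanation was tested.

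The thalamic list stood at -1.05, -1.31 and -1.24 in the CVST mice as the mean log2 deviation from all libraries, at -0.22, 0.78 and 0.33 in the ligated mice and at 1.06, 0.40 and 1.26 in the 4-PBA mice. The striatal list stood at 1.59, 1.33 and 0.03, then -1.45, -1.14 and -0.53, then 0.03, 1.16 and -1.01 in the same order. Choroid plexus genes stood at -0.01, -0.08 and -0.54, then -1.05, -1.30 and -0.03, then 2.21, 0.75 and 0.04. Cortical genes stood at 0.68, 0.76 and 0.33, then 0.12, -0.75 and 0.31, then -0.61, -0.62 and -0.23.

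Of 13 listed microglial genes, 7 had an unadjusted p below 0.05 between the CVST+Ligation and CVST groups, and all 13 were lower after ligation. Their mean log2 fold change was -0.44 (permutation p = 9e-04 against matched lists, 0.002 with Benjamini-Hochberg adjustment over the lists). This p takes the genes as independent and does not measure the spread between mice. The mean log2 deviation was 0.18, 0.37 and 0.30 in the CVST mice and -0.06, -0.21 and -0.20 in the ligated mice. It was -0.18, -0.23 and 0.03 in the 4-PBA mice. Between the 4-PBA and CVST+Ligation groups 0 of the 13 genes had an unadjusted p below 0.05 and 9 were higher. Their mean log2 fold change there was 0.06 (permutation p = 0.18, 0.23 with Benjamini-Hochberg adjustment over the lists).

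Log2 fold changes rose with gene length between the CVST+Ligation and CVST groups (Spearman's rho 0.18 across genes, which are not independent replicates) and fell with it between the 4-PBA and CVST+Ligation groups (rho -0.168). The deviation of single libraries had a rho with length of 0.12, 0.0024 and -0.282 in the CVST mice, 0.278, 0.0327 and -0.0214 in the ligated mice and 0.145, -0.0961 and -0.119 in the 4-PBA mice.

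Fig. 4E reaches further down than up, whereas the log2 fold changes computed here reach further up. The hypothesis that the sign in the figure is that of the CVST group against the CVST+Ligation group was tested. With the sign reversed, the largest rise and fall lay closer to the figure in 9 of 11 settings, and equally far with at least 10 counts in every library and with limma on log2(FPKM + 1). With edgeR the distance was 6.5 as computed and 1.17 reversed, on the log2 scale, but both genes at its extremes had 0 counts in every library of 1 group, where the fitted value has no measured size. Among the 14704 genes with more than 3 counts in some library of each group the distances were 7.53 and 1.61. There the largest rise was that of Fat2, with 393 CPM in replicate 2 of the CVST+Ligation group and 0.372 and 9.85 in the other ligated mice. With at least 10 counts in every library both distances were 5.52. The figure was read by eye and its genes carry no names to compare, so the sign cannot be settled from these values.

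The counted reads of the 9 libraries sum to 199301381. The paper's 26.93 GB of clean data would hold 179533333 reads of 150 bases if GB stands for gigabases. The counts are 1.11 times that number, and 2.22 times the number of read pairs. Counting pairs as 1 would need more data than the paper states. No explanation of this was tested.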
